# Androgen Receptor/AP-1 Activates *UGT2B15* Transcription to Promote Esophageal Squamous Cell Carcinoma Invasion

**DOI:** 10.3390/cancers15245719

**Published:** 2023-12-06

**Authors:** Jiahui Cai, Furong Huang, Wenyan Gao, Tongyang Gong, Hongyan Chen, Zhihua Liu

**Keywords:** esophageal squamous cell carcinoma, androgen receptor, AP-1, UGT2B15, invasion, metastasis

## Abstract

**Simple Summary:**

Emerging evidence suggests that AR is involved in the growth of esophageal squamous cell carcinoma. However, how AR exerts its functions in the invasion of esophageal squamous cell carcinoma remains unknown. In this study, by analyzing our previous AR cistromes and androgen-regulated transcriptomes, we find that AR upregulates the expression of UGT2B15 in esophageal cancer cells. We further find that the transcription factor AP-1 governs AR-induced transcription. Importantly, genetic or pharmacological inhibition of AP-1 relieves AR-mediated UGT2B15 activation, leading to esophageal cancer cell invasion inhibition. Our findings reveal the molecular mechanisms of AR in esophageal cancer invasion and identify the AP1-directed AR transcriptional activation of UGT2B15 as a potential therapeutic target for esophageal cancer metastasis.

**Abstract:**

Esophageal squamous cell carcinoma (ESCC) is an aggressive epithelial malignancy with poor prognosis. Interestingly, ESCC is strongly characterized by a male-predominant propensity. Our previous study showed that androgen receptor (AR) orchestrated a transcriptional repression program to promote ESCC growth, but it remains unclear whether AR can also activate oncogenic signaling during ESCC progression. In this study, by analyzing our previous AR cistromes and androgen-regulated transcriptomes, we identified uridine diphosphate glucuronosyltransferase family 2 member B15 (UGT2B15) as a bona fide target gene of AR. Mechanistically, AP-1 cofactors played important and collaborative roles in AR-mediated *UGT2B15* upregulation. Functional studies have revealed that UGT2B15 promoted invasiveness in vitro and lymph node metastasis in vivo. UGT2B15 was partially responsible for the AR-induced invasive phenotype in ESCC cells. Importantly, simultaneous blocking of AP-1 and AR resulted in stronger inhibition of cell invasiveness compared to inhibiting AP-1 or AR alone. In conclusion, our study reveals the molecular mechanisms underlying the AR-driven ESCC invasion and suggests that the AR/AP1/UGT2B15 transcriptional axis can be potentially targeted in suppressing metastasis in male ESCC patients.

## 1. Introduction

Esophageal squamous cell carcinoma (ESCC) accounts for nearly 90% of all esophageal cancer cases and is the most common histological subtype in China [1]. ESCC ranks sixth among the leading causes of cancer-related death with an overall 5-year survival rate of about 20% [2,3]. Interestingly, ESCC is characterized by a strong male-predominant propensity, with two- to three-fold higher incidence and mortality rates in male compared with female individuals [2]. The male-predominant propensity of ESCC could be attributed mostly to the sex differences in exposure to major risk factors including tobacco smoking and alcohol consumption [1]. Nevertheless, studies over the past several decades have suggested that sex hormone signaling (i.e., estrogen and androgen) was associated with the survival of ESCC patients [4,5] and exerted either oncogenic or tumor suppressive functions depending on specific receptor subtypes [6,7], implying that sex hormones may contribute to the gender disparity of ESCC.

While several studies have revealed the crucial role of androgen receptor (AR) signaling in male-dominant ESCC [8,9], our previous study has uncovered the oncogenic functions of AR in driving ESCC progression [10]. Despite liganded AR mainly repressing the transcription of tumor suppressor genes, androgen treatment also induces transcriptional activation in AR-expressing KYSE410 cells, which is similar to the dual functions of AR-mediated gene regulation in prostate cancer [11]. However, it is unknown how AR upregulates the transcription of target genes and whether these genes play oncogenic functions in ESCC cells.

It has been well-established that genome-wide AR signaling relied on the combinatorial recruitment of AR, DNA-binding collaborating transcription factors, and non-DNA binding co-regulators (co-activators and co-repressors) to target gene locus upon androgen stimulation [12]. We previously found that GATA3 facilitated androgen-liganded AR bindings and orchestrated AR-mediated transcription repression programs by recruiting co-repressors SMRT and HDAC3 across the ESCC genome. However, it remains unknown if other co-regulators associated with AR activate gene transcription in ESCC.

Metastasis is the most important prognostic factor of ESCC [13]. Accumulating evidence has shown that many kinds of factors and multiple signaling pathways were involved in ESCC cell invasion and metastasis. For example, the transcription modulator TBL1XR1 promoted ESCC metastasis via upregulation of VEGF-C [14]. LncRNA CASC9 promoted ESCC metastasis by upregulating LAMC2 expression by interacting with the CREB-binding protein [15]. Circular RNA circGSK3β promoted ESCC metastasis by augmenting β-catenin signaling [16]. Our previous studies have shown that deubiquitinating enzymes such as PSMD14, OTUB1, and USP26 promoted ESCC metastasis by stabilizing SNAIL [17,18,19]. However, the role of AR and AR signaling pathways in ESCC metastasis remains unclear.

In this study, we reported that uridine diphosphate glucuronosyltransferase family 2 member B15 (*UGT2B15*) is a novel target of AR-mediated transcriptional activation. Functional assays showed that UGT2B15 exerts a pro-metastatic function, and liganded AR promotes invasion of ESCC cells by upregulating the expression of *UGT2B15*. Mechanistically, JUN/FOSL2 directs AR-mediated *UGT2B15* transcriptional activation. We also showed that targeting the AR/FOSL2/JUN complex represses *UGT2B15* expression, thereby resulting in the suppression of ESCC cell invasion. Our study revealed the molecular mechanisms underlying the AR-driven ESCC invasion, which can be potentially targeted to inhibit ESCC metastasis. 

## 2. Materials and Methods

### 2.1. Cell Culture

This research using the human KYSE410 cell line was a gift from Dr. Yutaka Shimada (Kyoto University, Kyoto, Japan). ZEC014 cells were generously provided by Dr. Dan Su (Zhejiang University, Hangzhou, China). The human KYSE410 (RRID: CVCL_1352) and ZEC014 (provided by Dr. Dan Su) cells were maintained in RPMI 1640 supplemented with 10% fetal bovine serum and 100 units/mL streptomycin and penicillin at 37 °C in a 5% CO_2_ atmosphere. HEK293T (RRID: CVCL_0063) for lentivirus packaging was purchased from the American Type Culture Collection (ATCC) (Manassas, VA, USA) and cultured in DMEM supplemented with 10% fetal bovine serum and 100 units/mL streptomycin and penicillin according to ATCC instructions. All experiments were performed with mycoplasma-free cells.

All cell lines were authenticated by STR analysis. Firstly, DNA was extracted by a Chelex 100 reagent. Secondly, DNA was amplified with an STR multi-amplification kit (Goldeneye^TM^20A ID System, Peoplespot, Beijing, China). Then, PCR products were assayed with an ABl 3730xl DNA analyzer (Applied Biosystems, Foster City, CA, USA). Finally, data were analyzed using GeneMapper 3.2 software and then compared with the ATCC and DSMZ databases for reference matching.

### 2.2. Plasmids Construction, Lentivirus Packaging, and Infection

The full-length cDNA clone of human *UGT2B15* and control vector were purchased from GeneCopoeia (Rockville, MD, USA; EX-Z5679-Lv102 (puro) and EX-EGFP-Lv102 (puro)) and subcloned into the lentiviral vector pLVX. The shRNA oligos targeting *AR*, *FOSL2*, and *JUN*, respectively, were cloned into the pSIH-H1 vector using *EcoR* I and *BamH* I sites. To generate the lentivirus, HEK293T cells were seeded at 90% confluence and co-transfected with a lentivirus packaging system (1 μg pMD2.G and 2 μg psPAX2) and 4 μg shAR, shFOSL2, shJUN, or pLVX-UGT2B15 plasmids using Hieff Trans™ Liposomal transfection reagent (40802ES02, Yeasen Biotechnology, Shanghai, China) for 48 h. The supernatant containing lentivirus particles was collected and stored in aliquots at −80 °C. For lentivirus infection, cells were first treated with polybrene (5 µg/mL) (Sc-134220, Santa Cruz Biotechnology, Dallas, TX, USA), and then infected with the indicated lentivirus. To obtain stable cell lines, cells were selected for two weeks with puromycin (2 μg/mL) (A11138-03, Gibco, New York, NY, USA).

### 2.3. Chromatin Immunoprecipitation (ChIP) and Re-ChIP Assays and Data Analysis

KYSE410 cells were cultured in phenol red-free RPMI 1640 medium with 5% charcoal-stripped FBS for 3 days, and then treated with DHT (100 nM), R1881 (10 nM), enzalutamide (25 µM), or vehicle for 4 h, respectively. ChIP assays were performed as described previously [10]. Briefly, cells were crosslinked with 1% formaldehyde for 10 min at room temperature, and cell pellets were collected and subjected to sonication. The sheared chromatin was then diluted and pre-cleared with the indicated IgG followed by immunoprecipitation with 4 μg of specific antibodies at 4 °C overnight (anti-c-Jun, abcam, Cambridge, UK, ab31419; anti-FOSL2 CST, Boston, MA, USA, #19967S; anti-androgen receptor, Millipore, Burlington, MA, USA, PG-21, Cat. No. 06-680). Protein A-Sepharose beads were added and incubated for at least 1 h at 4 °C with rotation. The beads were then washed sequentially for 10 min each in TSE I (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl), TSE II (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 500 mM NaCl), and buffer III (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.1) and finally twice with TE buffer. Chromatin complexes were eluted with elution buffer (1% SDS, 0.1 M NaHCO_3_) and crosslinking was reversed at 65 °C overnight. DNA fragments were purified with the QIAquick PCR purification kit (Qiagen, Venlo, Netherlands, cat. no. 28104) and used for quantitative PCR reactions with SYBR Premix Ex Taq reagents. For Re-ChIP assays, the first immunoprecipitated chromatin complexes were washed, eluted with 10 mM dithiothreitol at 37 °C for 30 min, and diluted 50-fold with ChIP dilution buffer. The second immunoprecipitations were then performed. Each ChIP or Re-ChIP assay was repeated at least three times independently. Primers used for ChIP-qPCR are listed in Supplementary Table S1.

We have previously performed chromatin immunoprecipitation combined with next-generation sequencing (ChIP-seq) to identify the genome-wide AR binding sites in KYSE410 cells (accessed on 21 October 2020) [10]. Raw reads of AR ChIP-seq generated from KYSE410 cells were aligned to the human reference genome (hg19) using Bowtie 2.0 with default parameter settings [20,21]. To find enriched motifs for AR binding regions under both vehicle and R1881 treatment, we performed motif analysis using HOMER (Hypergeometric Optimization of Motif Enrichment, v4.7.2, http://homer.ucsd.edu/homer/) with default parameters using AR ChIP-Seq data. The command was ‘findMotifGenome.pl <peak file> <genome> <output directory> -size 200’.

### 2.4. Western Blotting

Western blotting was performed as previously described [10]. Cells were collected and lysed on ice using RIPA lysis buffer with 1× proteinase inhibitor cocktail (Roche, Basel, Switzerland) for 30 min. The protein concentration was determined using the Bicinchoninic acid (BCA) assay (Thermo Fisher Scientific, Shanghai, China, cat. no. 23225). The proteins were resolved on 10% SDS-PAGE and transferred onto PVDF membranes. The membranes were blocked with 5% skim milk solution at room temperature for 1 h and then incubated with the primary antibodies (anti-UGT2B15, abcam, ab89274; anti-AR, Millipore, 06-680; anti-FOSL2, CST, #19967S; anti-c-Jun, abcam, ab31419; β-actin, Sigma, St. Louis, MO, USA, A5316) at 4 °C overnight. Following incubation with secondary antibodies at room temperature for 1 h, immunoblots were visualized using an enhanced chemiluminescent substrate kit (Thermo Fisher Scientific, 32109 or 34095) and ImageQuant LAS 4000 system (GE Healthcare, Woburn, MA, USA).

### 2.5. Invasion Assays

The transwell upper chambers (3422, Costar, Corning Inc., Corning, NY, USA) were precoated with Matrigel (354248, Corning Inc.) for the invasion assay. KYSE410 or ZEC014 cells with the indicated lentivirus infection or drugs treatment were harvested and plated into the upper chamber in serum-free medium, and RPMI 1640 media containing 10% fetal bovine serum or indicated drugs were added into the bottom chamber. After 24–48 h, cells in the upper chamber were fixed with methanol and stained with 0.5% crystal violet, and cells from three random microscopic fields were counted and statistically analyzed. The experiments were biologically replicated three times. AR ligands or chemicals were purchased from the following companies: DHT (Sigma, A-8380), R1881 (Sigma, R0908), enzalutamide (Selleckchem, Houston, TX, USA, S1250), and T5224 (Selleckchem, S8966).

### 2.6. Cell Proliferation Assays

KYSE410 or ZEC014 cells (1.5 × 10^3^/well) were seeded into 96-well plates and cultured in a humidified atmosphere of 5% CO_2_ at 37 °C. The proliferation of indicated cells with lentiviral infection or drug treatment was detected using a 100 μL medium containing 10 μL CCK-8 reagents. After 1 h of incubation at 37 °C, the absorbance was measured at 450 nm. The experiments were biologically replicated three times.

### 2.7. Transfection of siRNA

The transfection was carried out using Hieff Trans™ Liposomal transfection reagent and Opti-MEM medium according to the Dharmacon’s protocol (Lafayette, CO, USA). The siRNAs used in this study were purchased from Dharmacon, including ON-TARGETplus Human UGT2B15 siRNA (L-020194-02-0005), ON-TARGETplus Human AR siRNA (L-003400-00-0020), and ON-TARGETplus Non-targeting Control Pool (D-001810-10-20).

### 2.8. RNA Extraction and RT-qPCR

Total RNA was isolated from cells using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Reverse transcription was performed using the PrimeScript Master Mix according to the manufacturer’s instructions (Takara Bio Inc., Kusatsu, Japan). RT-qPCR was carried out with an Applied Biosystems™ QuantStudio™ 5 using SYBR reagents (Thermo Fisher Scientific, A25742). Human β-actin was used as an internal control. The primer sequences used are listed in Supplementary Table S1.

### 2.9. RNA-seq and Data Analysis

Total RNA was extracted from stable *UGT2B15*-overexpressing KYSE410 cells and control cells. The cDNA library was generated using the VAHTS mRNA-seq v3 Library Prep Kit (Vazyme, Nanjing, China) according to the manufacturer’s instructions at Mingma Technologies Co., Ltd. (Shanghai, China). After PCR amplification for DNA enrichment, the AMPure XP beads (Beckman, Brea, CA, USA) were used to clean up the target fragments of 200–300 bp. After library construction, the Qubit 2.0 fluorometer dsDNA HS assay (Thermo Fisher Scientific) was used to quantify the concentration of the libraries, while the size distribution was analyzed using Agilent BioAnalyzer (Agilent, Santa Clara, CA, USA). Sequencing was performed using an Illumina Novaseq 6000 following Illumina-provided (San Diego, CA, USA) protocols for 2 × 150 paired-end sequencing at Mingma Technologies Co., Ltd. in Shanghai. For RNA-seq analysis, STAR (v2.4.2a) software allows rapid and accurate localization of RNA sequences to gene regions, and the resulting BAM files were used for downstream analysis [22]. RSEM (v1.2.29) allows precise quantification of gene or transcript expression from RNA-seq data [23]. We used the raw read counts table as the input file, applied the edgeR package to normalize the expression TMM (trimmed mean of M values) and CPM (counts per million reads mapped), and then screened genes with CPM expression values greater than 1 in at least one sample for differential expression analysis. RNA-seq data have been deposited in the GEO database under the access code GSE229393.

### 2.10. Animal Experiments

All animal studies were approved by the Institutional Animal Care and Use Committee of Cancer Hospital, Chinese Academy of Medical Sciences (NCC2020A097). KYSE410 cells stably expressing *UGT2B15* or control cells were expanded and the culture medium was replaced without puromycin two days before injection. For the experimental model for lymph node metastasis, each 6-week-old male Balb/c nude mouse was subcutaneously injected with 1 × 10^6^ cells in 20 µL PBS at foot pads. After 2 months of injection, mice were sacrificed and popliteal lymph nodes were dissected, paraffin-embedded, and H&E stained to examine the metastatic lesions. 

### 2.11. Statistical Analysis

The differences between the two groups were analyzed using the unpaired *t*-test, and the differences among three or more groups were analyzed using one-way ANOVA; *p* < 0.05 was considered statistically significant.

### 2.12. Survival Analysis

TCGA-ESCA expression data (fragments per kilobase of exon model per million mapped fragments, FPKM) and the corresponding clinical data were obtained from the UCSC Xena database (http://xena.ucsc.edu/). We selected samples of esophageal squamous carcinoma from TCGA-ESCA, including 70 males and 12 females. The clinicopathological characteristics are listed in Supplementary Table S2. After excluding a missing value, the overall survival time of 69 male ESCC patients was listed in Supplementary Table S3. Correlations between AR and UGT2B15 were identified by the Spearman correlation analysis. We built a patient-level regulatory axis activity score, incorporating AR, FOSL2, JUN, and UGT2B15, using ‘gsva’ method from the ‘GSVA’ R package. For survival analysis, we identified that the cut point of the axis activity score is 0.440469 by ‘surv_cutpoint’ method in ‘survminer’ R package. Then, we utilized the activity score to categorize male patients from the TCGA-ESCC cohort into high- and low-activity groups. A log-rank test was used to compare the differences between the subgroups.

## 3. Results

### 3.1. Expression of UGT2B15 Is Upregulated in ESCC and Androgen-Liganded AR Activates UGT2B15 Transcription

Integrative AR ChIP-seq and RNA-seq analysis identified genes induced by R1881 treatment in ESCC cells [10]. In particular, we focused on the *UGT2B15* gene, which has been recognized to control the metabolism and homeostasis of androgen in the human prostate [24]. Since a previous study reported that AR can bind to the promoter of *UGT2B15* and *UGT2B17* [25], we examined the binding of AR at the *UGT2B15* and *UGT2B17* loci and the expression of *UGT2B15* and *UGT2B17* upon R1881 treatment based on ChIP-Seq and RNA-Seq data. The results showed that R1881 treatment induced AR binding at the *UGT2B15* locus and increased *UGT2B15* expression. In contrast, no AR binding at the *UGT2B17* locus was observed, and R1881 treatment also had no effect on *UGT2B17* expression (Supplementary Figure S1A–C). We next sought to explore the clinical relevance of UGT2B15 expression in ESCC. In a transcriptome dataset of 18 paired ESCC patients, which included 18 adjacent normal esophageal tissues, 18 primary ESCC, and 14 metastatic lymph node cancer samples [26], we observed that the *UGT2B15* was exclusively expressed in tumor tissues and metastatic lymph node samples (Figure 1A). We further used the TCGA database to analyze the correlation between *UGT2B15* and *AR* in male and female ESCC patients, respectively. Bioinformatic analyses revealed that the mRNA level of *AR* was positively correlated with *UGT2B15* in male ESCC but not in female ESCC, implying *AR* may regulate the transcription of *UGT2B15* in male ESCC (Figure 1B). We next performed AR ChIP assays to examine the occupancy of AR on the regulatory region of *UGT2B15* (Figure S1D). Treatment with DHT (dihydrotestosterone, a physiological androgen) or R1881 (a synthetic androgen) significantly increased AR binding to the regulatory region of *UGT2B15*, which was antagonized by enzalutamide (a 2nd generation AR antagonist) (Figure 1C,D). Consistently, the mRNA level of *UGT2B15* was upregulated upon either DHT or R1881 treatment for 4 h and further increased upon prolonged exposure for 24 h (Figure 1E,F). Moreover, androgen-induced AR binding and subsequent *UGT2B15* upregulation were completely abolished in AR-depleted KYSE410 cells (Figure 1G,H).

### 3.2. JUN/FOSL2 Directs Androgen-Induced UGT2B15 Transcription

Given that AR needs to recruit a number of co-regulators to modulate gene transcription [27], we next conducted motif analysis within AR direct binding regions using our previously published AR ChIP-Seq data [10]. Interestingly, we found that motifs of multiple AP-1 family members were significantly enriched in both basal and R1881-treated conditions (Figure 2A), indicating that the AP-1 transcription factor may play important and collaborative roles in AR genomic functions in ESCC cells. To determine which AP-1 subunits were involved in regulating AR-mediated *UGT2B15* transcription, we first examined the mRNA levels of AP-1 family members based on RNA-seq data from KYSE410 cells [10]. Among the six AP-1 subunits, *JUNB*, *FOSL2*, and *JUN* were the most abundant transcripts in KYSE410 cells (Figure 2B). To further confirm whether these factors are collectively bound to regulatory elements of *UGT2B15*, ChIP analysis was carried out at both vehicle and R1881 treated conditions. The occupancy of JUNB at the *UGT2B15* locus was barely detectable, while the enrichment of JUN and FOSL2 at the *UGT2B15* locus was observed at the basal levels, which was further increased upon R1881 treatment (Figure 2C). In contrast, enzalutamide treatment repressed the binding of either JUN or FOSL2. These data suggested that JUN and FOSL2 can bind to the *UGT2B15* locus in ESCC cells. 

To further confirm the roles of JUN and FOSL2 in AR transcriptional regulation, we performed a sequential ChIP assay. We found that JUN or FOSL2 formed a regulatory complex with liganded AR at the *UGT2B15* locus (Figure 2D). To determine the role of JUN or FOSL2 in AR-mediated transcriptional regulation on *UGT2B15*, we knocked down the expression of JUN and FOSL2 to perform AR ChIP and gene expression analysis. Silencing of JUN and FOSL2 significantly impaired R1881-induced AR binding to the *UGT2B15* locus without affecting AR protein levels (Figure 2E–H), resulting in the inhibition of R1881-induced *UGT2B15* gene expression (Figure 2I,J). These results suggested that JUN/FOSL2 is essential for AR binding to the regulatory region of *UGT2B15* and for the transcriptional activation of the *UGT2B15* gene in the presence of hormones.

### 3.3. UGT2B15 Promotes Metastasis in ESCC

Given that metastasis mainly accounted for poor clinical ESCC outcomes [28], we next investigated if UGT2B15 signaling played a role in the metastasis of ESCC cells. To gain more insights into the function of UGT2B15 in regulating ESCC cell invasion, we established KYSE410 and ZEC014 cells stably overexpressing *UGT2B15* and assessed how UGT2B15 influenced the cellular phenotypes in vitro and in vivo. We found that ectopic overexpression of *UGT2B15* greatly enhanced the invasiveness of KYSE410 and ZEC014 cells (Figure 3A–D). Interestingly, in contrast with the role of UGT2B15 in cell proliferation in hormone-sensitive prostate cancer cells [29], no significant effects on cell proliferation were observed between control and *UGT2B15*-overexpressing KYSE410 and ZEC014 cells (Figure 3E,F). To investigate whether the effect of UGT2B15 on cell invasion is dependent on AR, we transfected siRNAs targeting AR into UGT2B15-overexpressing KYSE410 cells and then performed a cell invasion assay. AR knockdown did not affect the promotion of cell invasion of UGT2B15 overexpression (Figure S1E). To further characterize if UGT2B15 can promote metastasis in vivo, we subcutaneously inoculated control and UGT2B15-overexpressing KYSE410 cells into the foot pads of male Balb/c nude mice (N = 6 in each group). After 2 months, popliteal lymph nodes (LNs) were collected and weighed. Consistent with the findings that *UGT2B15* strongly induced invasive phenotype in vitro, the popliteal LNs in the *UGT2B15* overexpression group were larger and heavier than those in the control group, demonstrating the functional role of UGT2B15 in driving LN metastasis from primary tumors at the inoculation site (Figure 3G). H&E staining showed that the number of lymph node metastases in the *UGT2B15* overexpression group was more than that in the control group (Figure 3H). To delineate the molecular mechanism by which UGT2B15 promoted metastasis of ESCC cells, we performed RNA-seq to identify the differentially expressed genes (DEGs) between *UGT2B15* overexpressed and control KYSE410 cells. 

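KYSE410 is a cell line of human esophageal squamous cell carcinoma. RNA from 2 samples of KYSE410 cells that stably overexpressed UGT2B15 and from 2 samples of control KYSE410 cells was sequenced. The labels give the control genotype as WT, while the methods describe a control vector and puromycin selection of stable lines. Whether the sequenced control cells carried that vector is not stated. A difference between the conditions may come from UGT2B15 or from how the cells were derived, and these samples cannot separate the 2. Neither the paper's text nor the sample labels state whether the samples of a condition were separate cultures, so the spread between them may be technical. The authors aligned the reads to hg19 with STAR, quantified genes with RSEM, scaled the read counts by TMM and gave them as CPM. They kept genes with a CPM over 1 in at least 1 sample, and their table holds 14628 genes, of which 12674 are protein-coding. The whole read counts behind these CPM values were recovered from the size of the smallest step in each sample. They came to 19126858 and 20146467 reads in the control samples and to 15283086 and 20201856 reads in the UGT2B15-overexpressing samples. A single read stood for 0.0483 to 0.0641 CPM. Conditions were compared gene by gene with limma on log2(CPM + 1), with a trend of the variance on the mean and Benjamini-Hochberg adjustment. A differentially expressed gene had an adjusted p under 0.05 and an absolute log2 fold change over 0.6, the thresholds of the legend of Fig. 3. On this scale the fold changes of genes at a few CPM are smaller than the ratios of their means. The p-values of single genes measure the spread between these 4 samples only, and limma drew each gene's variance in part from the other genes. Those of Gene Ontology terms, and of gene lists at a preset correlation, compare genes with other genes, which are not independent replicates. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, so none is reported for single genes. In counts simulated from these samples, limma called 30% of 200 genes changed 1.5-fold, 91% of those changed 2-fold and 98% of those changed 4-fold. A 1.5-fold change is 0.585 on the log2 scale, under the threshold of 0.6, so the 30% does not measure detection alone. The simulation gave all genes and both conditions a common dispersion. The real replicates differed more in control cells (chi-square per gene 8.63) than in overexpressing cells (2.69).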

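Samples of the same condition resembled each other more closely than samples of different conditions did. Across 14628 genes, log2(CPM + 1) values correlated with a Pearson's r of 0.994 between the control samples and of 0.996 between the UGT2B15-overexpressing samples. Between conditions, r ran from 0.981 to 0.983. These correlations are across genes, which are not independent replicates. The Euclidean distance between samples was 29.6 for the control pair and 24.0 for the UGT2B15-overexpressing pair, against 48.6 to 52.8 between conditions. In hierarchical clustering with average linkage, each pair joined at its own distance and the pairs joined each other at 50.6. The first principal component held 75.4% of the variance. In 69.1% of genes, both samples of a condition lay on the same side of both samples of the other, where chance gives 33.3%.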

Unsupervised hierarchical clustering of RNA-seq data clearly revealed the distinct gene expression patterns in control cells and *UGT2B15*-overexpressing KYSE410 cells (Figure 3I). *UGT2B15* overexpression significantly upregulated 1042 genes and downregulated 695 genes (Figure 3J). 

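UGT2B15 rose from near the detection limit in control cells to a low level in the overexpressing cells, and some keratins, cholesterol synthesis genes and matrix genes rose with it. Genes of glutathione synthesis and aldo-keto reductases were among those that fell. UGT2B15 (ENSG00000196620) has 6 exons on the minus strand of chromosome 4 of GRCh37, from 69512315 to 69536370. It had 0.216 and 0.050 CPM in the control samples and 9.30 and 7.58 CPM in the UGT2B15-overexpressing samples, from 4, 1, 145 and 157 reads. The ratio of its pooled reads, scaled by library size, was 64.1, with a 95% exact Clopper-Pearson interval of 27.2 to 199 that covers counting error only. Its log2 fold change was 3.06 (standard error 0.20, adjusted p = 1.23e-05 from limma). The values do not separate transcripts of the introduced gene from those of the endogenous gene. UGT2B7, a paralog that may share reads with UGT2B15, had a log2 fold change of 0.92 (standard error 0.22, adjusted p = 0.0104 from limma), which was not past the threshold without UGT2B15 replicate 1. Of the 14628 genes, 820 were upregulated and 539 were downregulated. The ratio of means was over 2 for 394 of the upregulated genes and under 0.5 for 198 of the downregulated genes. Among genes of at least 5 CPM, KRT14, a keratin of basal epithelium, rose from 35.0 ± 9.55 CPM to 180 ± 30.2 CPM (SD, n = 2 samples per condition throughout), with a log2 fold change of 2.34. PADI3 rose from 25.3 to 112 CPM and MAGED1 from 0.100 to 5.39 CPM. CYP24A1, which breaks down vitamin D, rose from 13.5 ± 2.63 to 61.3 ± 3.11 CPM. In the other direction, ZNF469 dropped from 36.0 to 4.00 CPM. WNT5A went from 152 ± 0.0099 to 40.4 ± 2.48 CPM, and GCLM, a subunit of the enzyme that begins glutathione synthesis, went from 533 ± 11.2 to 147 ± 0.243 CPM. AKR1C2, which reduces steroids, had 2192 ± 45.9 CPM in control cells and 761 ± 29.0 CPM in overexpressing cells. Its log2 fold change was −1.53 (standard error 0.06, adjusted p = 1.36e-06 from limma). F8A3, FAM156A and MAGEA6 were also among the 12 largest decreases by log2 fold change, but all 3 have near-identical copies, so their own fold changes may reflect, wholly or in part, how the counting divided the reads. The sum of MAGEA6 and its copy differed by −0.47 on the log2 scale.

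**Figure D1:**
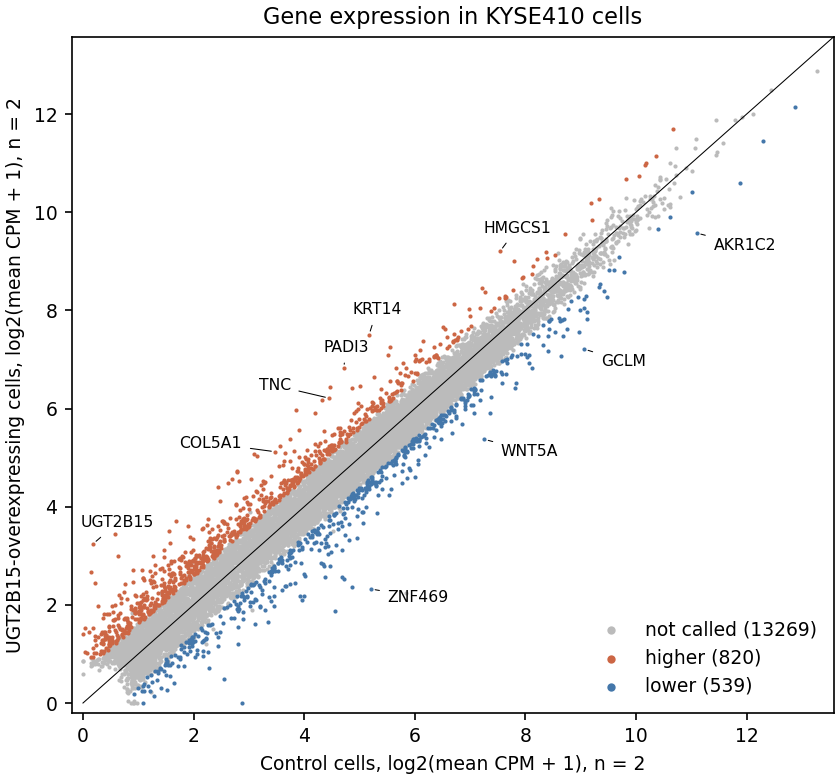
Mean expression of each tested gene, as log2(mean CPM + 1), in control cells (horizontal axis) and UGT2B15-overexpressing cells (vertical axis). Points are the 820 upregulated genes, the 539 downregulated genes and the other 13269 genes, and the line marks equal expression. UGT2B15 lies at the left edge, above the line.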

Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) pathways analyses showed that both UGT2B15-induced or repressed genes were commonly associated with steroid hormone response (Figure 3K), which was consistent with the function of UGT2B15 in regulating the homoeostasis of steroid hormones in prostate cancer cells [24]. 

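Many enzymes of cholesterol synthesis were higher in the UGT2B15-overexpressing cells, and enzymes of steroid hormone metabolism moved in both directions. Genes of ferroptosis and mitophagy were lower on balance. The lists of genes named here and in the next passages were fixed before the data were examined. Of 27 tested genes of cholesterol synthesis and uptake, 14 were upregulated over all genes tested and 14 when adjusted over the list alone, and the other 13 did not pass. HMGCS1, which makes the precursor of mevalonate, rose from 185 ± 13.8 to 588 ± 40.2 CPM, a log2 fold change of 1.66 (standard error 0.07, adjusted p = 1.36e-06 from limma). FDFT1, MVK, IDI1, LSS and EBP followed, with log2 fold changes from 0.94 to 1.26. The camera test of limma, with a preset correlation between genes of 0.01, gave this list an adjusted p of 1.98e-13, and 0.415 with the correlation estimated from these samples. By fry, another set test of limma, its adjusted p was 0.0512. No list called by camera in any passage was called with the estimated correlation, at which the smallest adjusted p of all lists was 0.346. With 4 samples, that version of the test rests on few residual degrees of freedom and has little power. For targets of the transcription factor NRF2 its correlation was −0.015, below the preset. Their unadjusted p by camera still went from 9.29e-17 to 0.0109. For NRF2 targets, the lost call is therefore no sign of correlation between genes. For cholesterol synthesis the estimated correlation was 0.437, above the preset. In lists above the preset, correlation between genes and low power cannot be told apart as the reason for a lost call. Of 25 tested genes of steroid metabolism, 3 were upregulated and 4 were downregulated, and the same numbers held when adjusted over the list alone (camera adjusted p = 0.539 with the preset correlation and 0.715 with the estimated correlation). SULT2B1, which sulfates steroids, had a log2 fold change of −1.18 and SRD5A3 of −0.92. AKR1C1, which may share reads with AKR1C2, went from 883 ± 113 to 440.3 ± 48.4 CPM. HSD17B14, HSD17B6 and RDH16 rose, by 0.82, 0.68 and 0.67. All 3 of these calls were lost without UGT2B15 replicate 2, those of HSD17B6 and RDH16 also without control replicate 1, and that of HSD17B6 also without UGT2B15 replicate 1. Of 28 tested genes that respond to steroid hormones, 2 were upregulated, CYP24A1 and THBS1, and 1 was downregulated, ESR1 (2 and 2 when adjusted over the list alone; adjusted p = 0.609 from camera in limma). The call of ESR1 was lost without control replicate 2. Of 35 genes of insulin signaling, 1 was upregulated and 2 were downregulated, as when adjusted over the list alone (adjusted p = 0.674 from camera in limma), and without control replicate 1 the upregulated gene, PIK3R1, was not called. Ferroptosis had 11 downregulated genes of 37 tested (11 when adjusted over the list alone), with a camera adjusted p of 1.82e-04 (0.358 with the estimated correlation). GCLM, CP, GCLC, HMOX1, SLC39A8 and FTH1 had log2 fold changes of −1.85 to −0.83. Of the 11 genes, 6 are also targets of NRF2. The list joins genes of iron handling, glutathione and lipid peroxidation, so its direction is not a direction of ferroptosis itself. Mitophagy had 8 downregulated genes of 38 (8 when adjusted over the list alone; camera adjusted p = 0.00386, and 0.425 with the estimated correlation). The authors' table pairs 11973 of the tested genes with Gene Ontology terms, and 2701 terms of 10 to 500 genes were tested by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment. Only direct annotations are listed, without the genes of narrower terms. Among the upregulated genes, 30 terms were enriched, cholesterol biosynthetic process among them (14 of 32 genes, adjusted p = 5.27e-07 by the exact test). Among the downregulated genes, 2 terms were enriched by the exact test, response to oxidative stress (14 of 78 genes, adjusted p = 0.00328) and heme binding (10 of 54 genes, adjusted p = 0.0417). Steroid metabolic process held 2 upregulated and 3 downregulated genes of 20 (adjusted p = 1.00 and 0.870 by the exact test), and steroid biosynthetic process held 2 upregulated genes and 1 downregulated gene of 13 (adjusted p = 0.860 and 1.00 by the exact test). Response to hormone held 1 upregulated and 3 downregulated genes of 27, and cellular response to hormone stimulus held 2 and 2 genes of 25, with an adjusted p of 1.00 by the exact test in every case. KEGG pathways are not listed in the table and were not tested.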

As expected, upregulated genes were preferentially enriched in cancer-relevant biological processes, including cell motility (Figure 3K). 

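Some genes of focal adhesion, RAC2 and integrins among them, were higher in the UGT2B15-overexpressing cells. Matrix genes and genes that promote cell motility rose in larger number than they fell, and most of either list did not pass. Of 44 tested genes of focal adhesion, 9 were upregulated, and 9 when adjusted over the list alone (camera adjusted p = 0.00206 with the preset correlation and 0.358 with the estimated correlation). RAC2 (chromosome 22) rose from 7.57 ± 1.25 to 32.9 ± 1.36 CPM, a log2 fold change of 1.99 (standard error 0.13, adjusted p = 1.11e-05 from limma). ITGA2, an integrin that binds collagen, rose from 28.3 ± 6.03 to 85.0 ± 5.31 CPM, and ITGA5, which binds fibronectin, from 17.2 ± 0.576 to 37.8 ± 3.73 CPM. CAV1 had a log2 fold change of 0.85 and MYLK one of 1.28. MYLK, which is also on the list of cell motility, and MMP1, among the matrix proteases, are genes of Fig. 3M too. Of 54 tested matrix genes, 13 were upregulated and 3 were downregulated, as when adjusted over the list alone. Among the 13 are COL3A1, COL4A2, COL5A1, FBLN5, MFAP5 and TNC, genes of Fig. 3M that the study chose on these same samples. Only the list of epithelial–mesenchymal transition was also tested without the genes of Fig. 3M. The list of matrix genes was not past the threshold by camera (adjusted p = 0.0576, and 0.597 with the estimated correlation), and this outcome changed when single samples were left out. TNC, an adhesion-modulating glycoprotein, rose from 20.9 ± 0.0354 to 73.1 ± 2.71 CPM. THBS1 rose from 221 ± 38.8 to 515 ± 35.7 CPM. The collagens COL4A2 and COL5A1 rose by 1.66 and 1.63 on the log2 scale. Of 24 tested matrix proteases and their inhibitors, 5 were upregulated and 1 was downregulated, MMP14, and adjusted over the list alone the counts were equal (camera adjusted p = 0.150, and 0.645 with the estimated correlation). MMP14 was not past the threshold without control replicate 1 or without either UGT2B15 replicate. Without UGT2B15 replicate 1 the list's adjusted p was 0.0364, and without UGT2B15 replicate 2 the number of upregulated genes was 3. Of 52 tested genes of cell motility, 7 were upregulated and 2 were downregulated, CCL5 and CCL20, as when adjusted over the list alone (camera adjusted p = 0.0576, and 0.415 with the estimated correlation). Without control replicate 2, the adjusted p was 0.00831. SNAI2 had a log2 fold change of 0.83 and TGFB1 one of 0.72. The call of CCL20 was lost without control replicate 2 or UGT2B15 replicate 1. Of the Gene Ontology terms, extracellular matrix organization held 23 upregulated genes of 113 (adjusted p = 2.74e-05 by Fisher's exact test, one-sided) and cell adhesion held 34 of 230 (adjusted p = 6.84e-05). Positive regulation of cell migration held 15 of 120 (adjusted p = 0.146), focal adhesion 30 of 347 (adjusted p = 0.275) and positive regulation of cell motility 2 of 11 (adjusted p = 0.776), all by the same exact test.

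**Figure D2:**
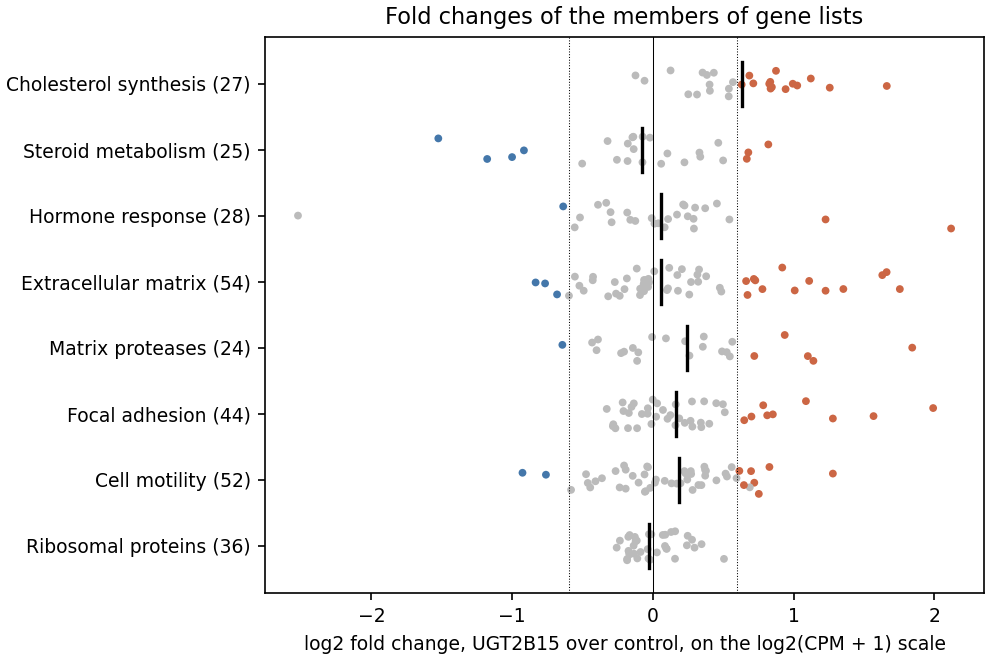
Log2 fold changes of UGT2B15-overexpressing over control cells, on the log2(CPM + 1) scale, for the tested members of gene lists fixed before the data were examined, with the number of members in brackets. Points are genes, colored where upregulated (to the right) or downregulated (to the left), bars are medians and dotted lines mark 0.6 in either direction. Of the 44 focal adhesion genes, 9 are colored to the right, and all 36 ribosomal protein genes lie between the dotted lines.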

Notably, gene set enrichment analysis (GSEA) revealed the significant enrichment of canonical gene signatures ‘epithelial–mesenchymal transition’ implicated in cancer metastasis (Figure 3L). 

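Genes of epithelial–mesenchymal transition were higher on balance, and some genes of epithelial junctions were lower, in the UGT2B15-overexpressing cells. Of the transcription factors that drive this transition, SNAI2 was upregulated. The hallmark gene set of Fig. 3L was not at hand, so a list of 200 genes written from memory before the data were examined stood in for it. Of its 148 tested genes, 35 were upregulated and 4 were downregulated, as when adjusted over the list alone. Their median log2 fold change was 0.25. Without UGT2B15 replicate 2 the downregulated genes numbered 2. By limma's camera test the list had an adjusted p of 6.03e-07 with the preset correlation, 0.358 with the estimated correlation, and 7.03e-05 with the preset correlation after the 14 genes of Fig. 3M were left out. WNT5A was the member with the largest absolute change, with a log2 fold change of −1.88 (standard error 0.07, adjusted p = 6.37e-07 from limma). Of 29 tested genes of epithelial junctions and their regulators, 7 were downregulated, and 7 when adjusted over the list alone (camera adjusted p = 4.05e-05 with the preset correlation and 0.358 with the estimated correlation). GRHL1, a transcription factor of epithelial cells, went from 39.2 ± 6.52 to 18.0 ± 0.459 CPM (SD, n = 2), and ESRP1, a splicing factor of epithelial cells, from 202 ± 6.84 to 121 ± 4.75 CPM. CLDN3, OVOL1, TJP3 and OCLN had log2 fold changes of −0.91 to −0.62. CLDN3 was not past the threshold without UGT2B15 replicate 1, TJP3 without control replicate 2, and OVOL1 without control replicate 1 or UGT2B15 replicate 2. With library size as the only scaling, 3 genes of this list were downregulated. Of 5 tested transcription factors of the transition, 1 was upregulated, and 1 when adjusted over the list alone (adjusted p = 0.246 from camera in limma). SNAI2 rose from 24.1 ± 4.71 to 43.1 ± 1.78 CPM. SNAI1 had a log2 fold change of 0.53, under the threshold of 0.6. TWIST2, ZEB2 and TCF4 did not differ detectably at this depth, with log2 fold changes of 0.17, 0.02 and −0.05 and standard errors of 0.23, 0.22 and 0.11.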

The expression of genes enriched in cancer metastasis was also validated by qRT-PCR analysis (Figure 3M). Overall, these data demonstrated that UGT2B15 promotes metastasis by upregulating pro-metastasis genes in ESCC cells.

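The genes of Fig. 3M, many of which encode matrix proteins, were higher in the RNA of the UGT2B15-overexpressing cells. Of the 14 genes, 13 were upregulated, as when adjusted over the list alone. The study chose these genes on the same samples, so this count is not independent evidence. The camera test gave an adjusted p of 4.95e-09 with the preset correlation and of 0.403 with the estimated correlation. On the log2(CPM + 1) scale, TNC (chromosome 9, 117781854 to 117880486) had the largest log2 fold change, 1.75 (standard error 0.08, adjusted p = 1.43e-06 from limma). By ratio of means, MFAP5 (7.06), MMP1 (5.09) and VIM (3.76) lay above TNC (3.49). In its Discussion the paper singles out COL5A1 and MFAP5 of Fig. 3M, a qRT-PCR measure, as rising most significantly. The paper's qRT-PCR used β-actin as internal control. Its transcript, ACTB, had a log2 fold change of 0.80 here (standard error 0.07, adjusted p = 5.24e-05 from limma), so the 2 measures have unlike references. COL4A2 (chromosome 13, 110958159 to 111165556) rose from 13.9 ± 1.87 to 46.1 ± 3.49 CPM (SD, n = 2), and COL5A1 (chromosome 9, 137533649 to 137736689) from 10.2 ± 0.566 to 33.8 ± 5.83 CPM. MFAP5 (chromosome 12, 8789942 to 8815484) rose from 0.358 ± 0.201 to 2.53 ± 1.05 CPM, with a log2 fold change of 1.35 (standard error 0.26, adjusted p = 0.00340 from limma). IGFBP2, MYLK, COL3A1, MMP1, SPOCK1, FBLN5, EMP3, MXRA5 and INHBA had log2 fold changes of 0.91 to 1.35. Without UGT2B15 replicate 2, 10 of the 14 genes were upregulated, and SPOCK1, MXRA5 and INHBA were no longer among them. VIM had 0.108 and 0.350 CPM in control cells and 0.706 and 1.01 CPM in UGT2B15-overexpressing cells. Its log2 fold change of 0.60 was not past the test (standard error 0.24, adjusted p = 0.0783 from limma), and it was past it without control replicate 2. From the data of its section as a whole, which also holds invasion assays and metastasis in mice, the paper concludes that UGT2B15 promotes metastasis by raising the expression of pro-metastasis genes in ESCC cells.

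**Figure D3:**
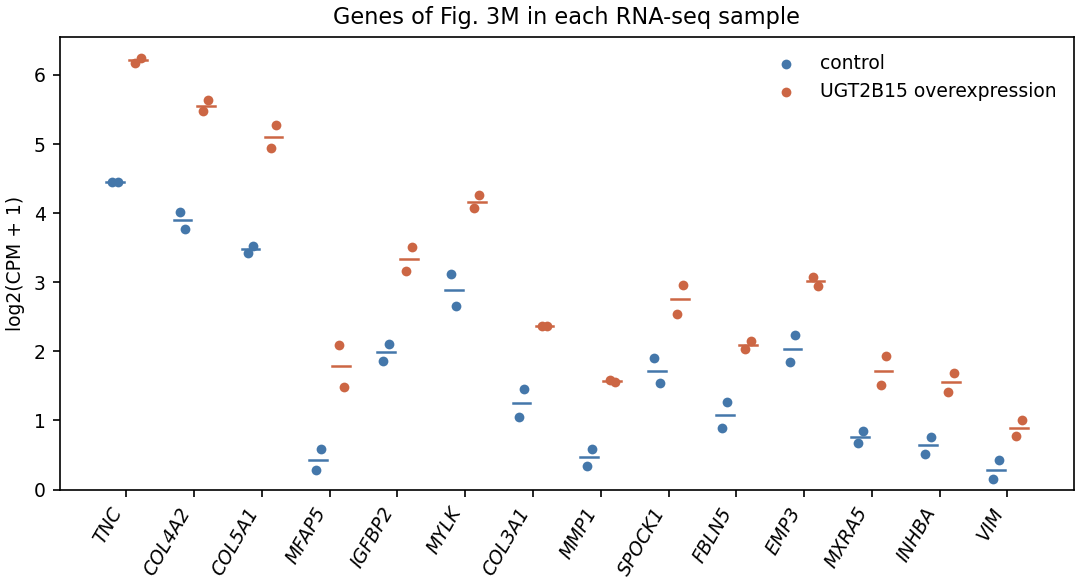
Expression of the 14 genes of Fig. 3M in each RNA-seq sample, as log2(CPM + 1), in control and UGT2B15-overexpressing cells. Points are samples and bars are means of 2 samples, with genes in order of their log2 fold change. In each of the 14 genes both UGT2B15-overexpressing samples lie above both control samples, from TNC at the left to VIM at the right.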

### 3.4. Androgen-Liganded AR and AP-1 Promote ESCC Cell Invasion

We previously reported that higher expression of AR protein was correlated with shorter overall survival and disease-free survival of ESCC patients [10]. We next interrogated if AR signaling played a role in the invasion of ESCC cells. Treatment of DHT or R1881 significantly promoted the invasive ability of KYSE410 and ZEC014 cells, of which AR is highly expressed. Conversely, enzalutamide significantly diminished the effect of DHT and inhibited invasion in both cells (Figure 4A and Figure S1F–H). Consistently, genetic knockdown of AR impaired androgen-enhanced cell invasion compared to control cells, suggesting that AR is required for hormone-induced invasion in ESCC (Figure 4B and Figure S1I). To investigate whether UGT2B15 contributes to the AR-promoted invasive phenotype, we silenced *UGT2B15* expression in KYSE410 cells and then performed a cell invasion assay with R1881 or vehicle treatment. Silencing of *UGT1B15* significantly impaired R1881-induced cell invasiveness in KYSE410 cells, suggesting that UGT2B15 may be a critical downstream effector responsible for AR-driven cell invasion in ESCC (Figure 4C and Figure S1J).

Consistent with the role of JUN/FOSL2 directing AR transcriptional activation of *UGT2B15* in ESCC, we found that depletion of JUN and FOSL2 significantly suppressed the invasion of both KYSE410 and ZEC014 cells without affecting cell proliferation (Figure 4D,E and Figure S2A–F).

### 3.5. AP-1 Inhibitor Impairs Androgen-Induced Transcription of UGT2B15 and Invasiveness of ESCC Cells

Given that AP-1 can be targeted by the small molecule inhibitor T5224, we next examined whether T5224 treatment impairs androgen-induced AR binding to the regulatory region of *UGT2B15* and androgen-induced *UGT2B15* transcription. Treatment with T5224 significantly attenuated the recruitment of AR at the *UGT2B15* locus, leading to the suppression of R1881-induced *UGT2B15* expression (Figure 5A,B). These results motivated us to further investigate whether T5224 could affect enzalutamide-inhibited cell invasiveness. Co-treatment with T5224 and enzalutamide led to stronger cell invasiveness inhibition compared with T5224 or enzalutamide alone (Figure 5C). Similar results were obtained in ZEC014 cells (Figure 5D). These findings strongly suggested that simultaneously targeting AP-1 and AR can more effectively inhibit the invasiveness of AR-positive ESCC cells. Lastly, to determine the association between the AR/AP-1/UGT2B15 axis and ESCC patient survival, we built a patient-level regulatory axis activity score incorporating AR, FOSL2, JUN, and UGT2B15 expression levels, which were utilized to categorize male patients from the TCGA-ESCC cohort into high- and low-activity groups. The low-activity group exhibited a favorable survival outcome, whereas the high-activity group demonstrated a poorer survival (Figure 5E).

## 4. Discussion

Our study suggested that the androgen-liganded AR promotes invasive phenotypes of AR-expressing ESCC cells by upregulating *UGT2B15* expression. UGT2B15 is one of two UDP-glucuronosyltransferase (UGT) enzymes, which mediates androgen glucuronidation reaction to inactivate androgen signaling, thereby maintaining androgen homeostasis in the human prostate [24,30]. It has been recognized that UGT2B15 is only expressed in the AR-positive cell lines and *UGT2B15* expression is markedly repressed by AR to sustain pro-proliferative functions of androgen in prostate cancer [29,30,31]. Clinically, UGT2B15 levels are significantly reduced in hormone-naive and castration-resistant prostate cancer and hardly detected in lymph node metastases [32]. Interestingly, opposing the tumor suppressive function of UGT2B15 in prostate cancer, our data showed that the expression of *UGT2B15* is significantly upregulated in ESCC tissues compared with their matched normal esophageal epithelial tissues. Knockdown of *UGT2B15* diminished androgen-induced invasiveness, indicating that the liganded AR promotes cell invasion at least in part by activating *UGT2B15* transcription. We further demonstrated that UGT2B15 drives lymph node metastasis of ESCC by the induction of genes involved in cancer metastasis. Among the genes regulated by UGT2B15 in Figure 3M, COL5A1 (collagen type V alpha 1 chain) and MFAP5 (microfibrillar-associated protein 5) were most significantly upregulated and may be potential downstream targets of UGT2B15. Although no studies of COL5A1 and MFAP5 in ESCC have been reported, these two genes are involved in tumor metastasis in other types of tumors. Previous studies have also found that COL5A1 is a marker of EMT in tumor cells and can directly promote EMT [33]. MFAP5 is a component of extracellular elastic microfibril. Stromal MFAP5 acting as a metastasis-promoting gene and targeting stromal MFAP5 significantly decreased ovarian tumor growth and metastasis in vivo [34]. In addition, MFAP5 has been reported to promote basal-like breast cancer progression by activating the EMT program [35]. Although UGT2B15 may influence the expression of COL5A1 and MFAP5, the functional role of these two genes in UGT2B15-induced esophageal cancer cell invasion and metastasis needs to be further clarified by rescue experimental validation.

The AP-1 transcription factor is a dimeric complex consisting of basic leucine-zipper (bZIP) proteins that include JUN, FOS, ATF (activating transcription factor), and MAF (musculoaponeurotic fibrosarcoma) protein families [36]. Extracellular signals trigger the formation of AP-1 heterodimers or homodimers, which recognize specific DNA motifs to regulate the expression of genes in cell proliferation, cell transformation, differentiation, apoptosis, angiogenesis, and invasion [37]. In this study, we showed that the binding of JUN/FOSL2 is significantly enriched at the *UGT2B15* locus and further increased by R1881 treatment. JUN/FOSL2 interacted with AR on chromatin and facilitated the R1881-induced AR binding to the *UGT2B15* region. Accordingly, depletion of JUN/FOSL2 repressed R1881-induced *UGT2B15* expression. Consistent with findings that AP-1 promoted invasiveness of triple-negative breast cancer [38] and squamous cell carcinoma [39], knockdown of JUN/FOSL2 inhibited invasion of AR-expressing ESCC cells without influencing cell growth ability, suggesting that the JUN/FOSL2/AR transcriptional axis may especially exert its function in ESCC metastasis. 

T5224, a selective inhibitor of AP-1, was first developed to treat rheumatoid arthritis by blocking c-Fos/AP-1-mediated inflammatory and matrix metalloproteinase (MMP) action and has successfully advanced into phase II clinical trials [40]. Given that the AP-1 complex is extensively implicated in almost all physiological and pathological processes [41], inhibition of AP-1 by T5224 has been demonstrated to exhibit broad therapeutic effects in various disease models, including lipopolysaccharide-induced liver injury [42], endotoxin-induced acute kidney injury [43], as well as intervertebral disc degeneration [44]. Notably, T5224 has been used to prevent metastasis of oral cancer [45] and squamous cell carcinoma [46]. In the present study, we showed that the combination of AR inhibitor with T5224 exhibits a stronger inhibitory effect on cell invasion, possibly resulting from T5224-mediated inhibition of canonical pro-metastatic genes [40,45]. To sum up, our data suggested that enzalutamide-based anti-AR therapy combined with AP-1 inhibitor may have promising potential for preventing metastasis in AR-positive ESCC patients. In the future, the effect of combined inhibition of AR and AP-1 on ESCC metastasis needs to be further verified in mouse models. 

In summary, our findings suggest that androgen-induced UGT2B15 has a metastasis-promoting function in ESCC. We reveal that the molecular mechanism underlying AR upregulates transcription of the oncogenic gene UGT2B15 in ESCC and identify the AR/AP-1/UGT2B15 transcription axis as a potential target for male ESCC invasion and metastasis. Pharmacological inhibition of AR and AP-1 can effectively block the expression of UGT2B15, thus inhibiting the invasion and metastasis of male esophageal cancer (Figure 5F).

## 5. Conclusions

In this study, we revealed that AP-1 guides AR binding and collaborates with AR to upregulate target gene *UGT2B15* expression to enhance esophageal cancer cell invasion and metastasis. We further investigated the mechanism of UGT2B15 as a metastasis promoter in ESCC. This study may provide a foundation for identifying the AR/AP1/UGT2B15 transcription axis as a promising target for androgen-driven metastasis in male ESCC patients. Our findings suggest that the combination of AP-1 and AR inhibitors has therapeutic potential to prevent male ESCC metastasis.

## Figures and Tables

**Figure 1:**
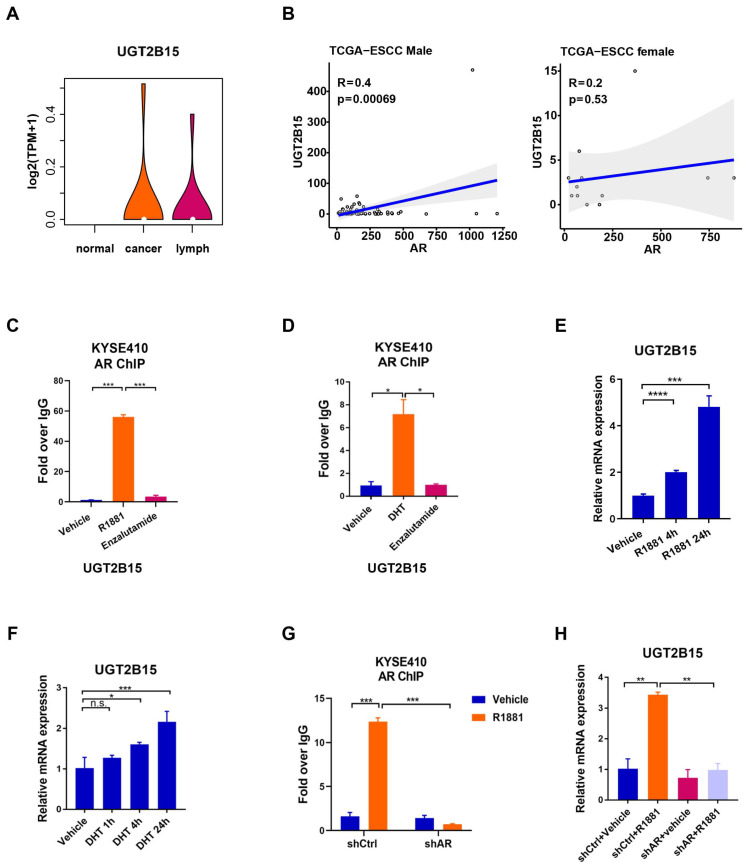
Analysis of the expression of uridine diphosphate glucuronosyltransferase family 2 member B15 (*UGT2B15*) in esophageal squamous cell carcinoma (ESCC) clinical samples and androgen-liganded androgen receptor (AR) activates *UGT2B15* transcription. (**A**) Analysis of the expression UGT2B15 in primary ESCC (*n* = 8), metastatic lymph node cancer (*n* = 14), and adjacent normal esophageal tissues (*n* = 18). (**B**) Analysis of the correlation between *UGT2B15* and *AR* expression in male (**A**) and female (**B**) ESCC patients in the TCGA database, respectively. (**C**) Standard ChIP was performed to detect the occupancy of AR within the regulatory regions of the *UGT2B15* locus in KYSE410 cells treated with vehicle, R1881 (10 nM), or enzalutamide (25 μM) for 4 h. (**D**) Standard ChIP was performed to detect the occupancy of AR within the regulatory regions of the *UGT2B15* locus in KYSE410 cells treated with vehicle, DHT (100 nM), or enzalutamide (25 μM) for 4 h. (**E**) The expression of *UGT2B15* at the mRNA level was analyzed by qRT-PCR in KYSE410 cells treated with R1881 (10 nM) at 4 h or 24 h, respectively. (**F**) The expression of *UGT2B15* at the mRNA level was analyzed by qRT-PCR in KYSE410 cells treated with DHT (100 nM) at 1 h, 4 h, or 24 h, respectively. (**G**) Standard ChIP was performed to analyze AR occupancy on the regulatory regions of the *UGT2B15* locus in AR-depleted KYSE410 cells and control cells with R1881 (10 nM) treatment for 4 h. (**H**) The expression of *UGT2B15* at the mRNA level was analyzed by qRT-PCR in AR-depleted KYSE410 cells and control cells treated with R1881 (10 nM) for 24 h. n.s., no significance, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
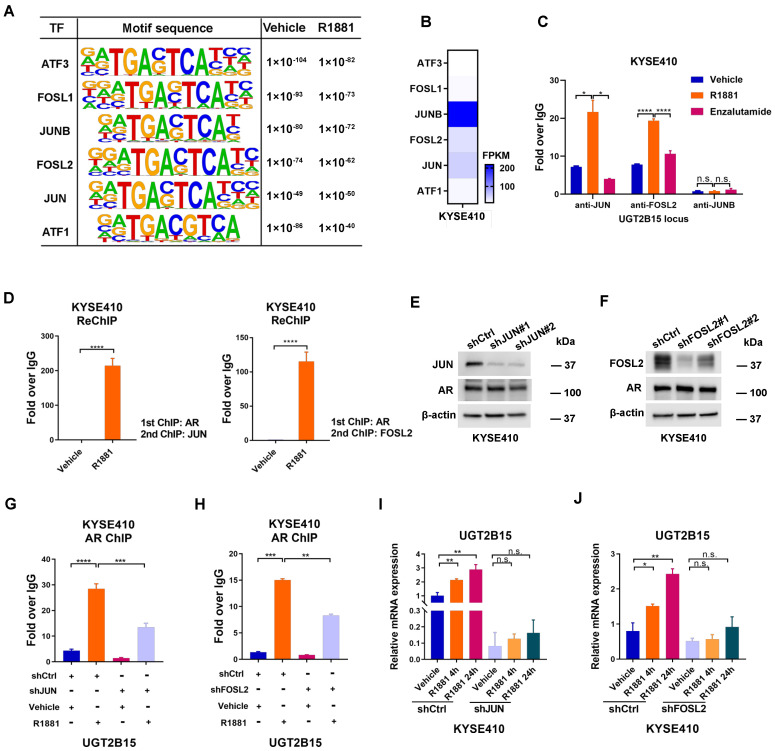
JUN/FOSL2 mediates androgen-induced *UGT2B15* transcription. (**A**) Motif analysis of AR binding sites under both vehicle and R1881 treatment was shown. The highly enriched AP-1 family members were presented. (**B**) Fragments per kilobase of exon model per million mapped fragments (FPKM) of identified AP-1 family members were shown. (**C**) KYSE410 cells were cultured for 3 days in phenol red-free RPMI 1640 medium with 5% charcoal-stripped FBS, and then treated with R1881 (10 nM) or enzalutamide (25 µM) for 4 h. Standard ChIP was performed to examine JUN, FOSL2, and JUNB occupancy on the regulatory region of the *UGT2B15* locus. (**D**) Re-ChIP assay was performed to detect the co-occupancy of AR and JUN (left) or FOSL2 (right) on the regulatory region of the *UGT2B15* locus. (**E**,**F**) Establishment of KYSE410 cells with stable knockdown of JUN (**E**) or FOSL2 (**F**). Knockdown efficiency was confirmed by Western blotting analysis. Full Western Blot images can be found in the Supplementary Materials. (**G**,**H**) JUN-depleted (**G**) or FOSL2-depleted (**H**) KYSE410 cells and control cells were treated with R1881 (10 nM) for 4 h. Standard ChIP was performed to analyze JUN or FOSL2 occupancy on the regulatory regions of *UGT2B15*. (**I**,**J**) JUN-depleted (**I**) or FOSL2-depleted (**J**) KYSE410 cells and control cells were treated with R1881 (10 nM) treatment for 4 h or 24 h. The expression of *UGT2B15* at the mRNA level was examined by qRT-PCR analysis. n.s, no significance, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
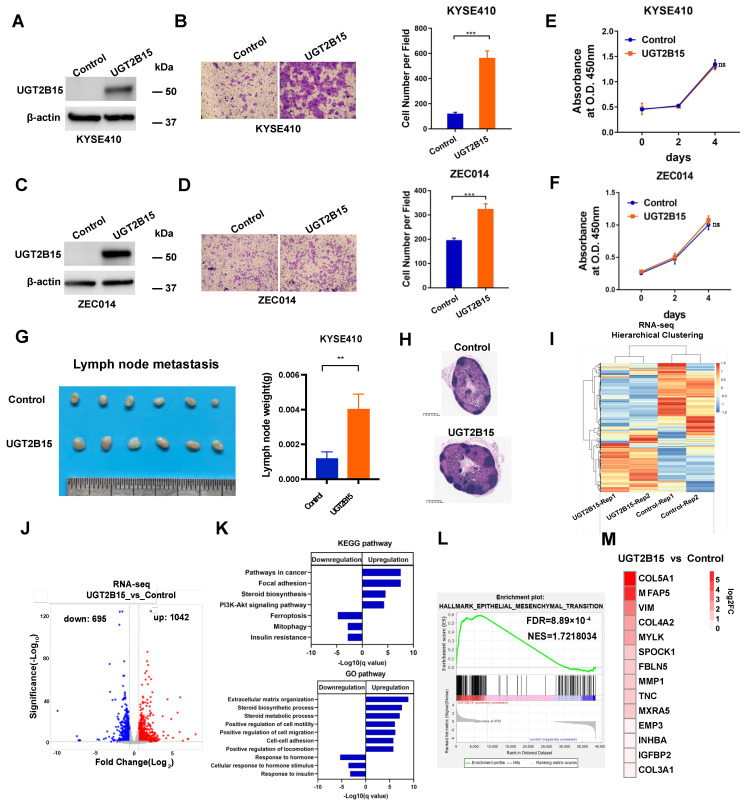
UGT2B15 promotes metastasis in ESCC. (**A**,**C**) Ectopic overexpression of UGT2B15 in KYSE410 cells (**A**) and ZEC014 cells (**C**) was examined by Western blotting. (**B**,**D**) A transwell assay was performed to evaluate the effect of UGT2B15 overexpression on the invasion of KYSE410 cells (**B**) and ZEC014 cells. Full Western Blot images can be found in the Supplementary Materials (**D**). Representative images (left panel) and statistical analysis (right panel) were shown. The experiments were biologically replicated three times. (**E**,**F**) The effect of UGT2B15 overexpression on the proliferation of KYSE410 cells (**E**) and ZEC014 cells (**F**) was assessed by CCK-8 assay. The experiments were biologically replicated three times. (**G**). The popliteal lymph nodes from the control or UGT2B15 overexpression groups were photographed (left panel) and the statistical analysis was shown (right panel) (*n* = 6). (**H**) Representative H&E staining of popliteal lymph nodes from the indicated group. Scale bars, 625 μm. (**I**,**J**) Heatmap (**I**) and volcano plot (**J**) of differentially expressed genes between KYSE410 cells stably expressing UGT2B15 and control cells. (|Log2FC| > 0.6, FDR < 0.05). (**K**) Pathway analysis of differentially expressed genes between KYSE410 cells stably expressing UGT2B15 and control cells. (**L**) Gene set enrichment analysis (GSEA) was carried out on the upregulated genes by UGT2B15 overexpression. (**M**) The expression of UGT2B15 upregulated genes was further validated by qRT-PCR analysis. ns, no significance, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
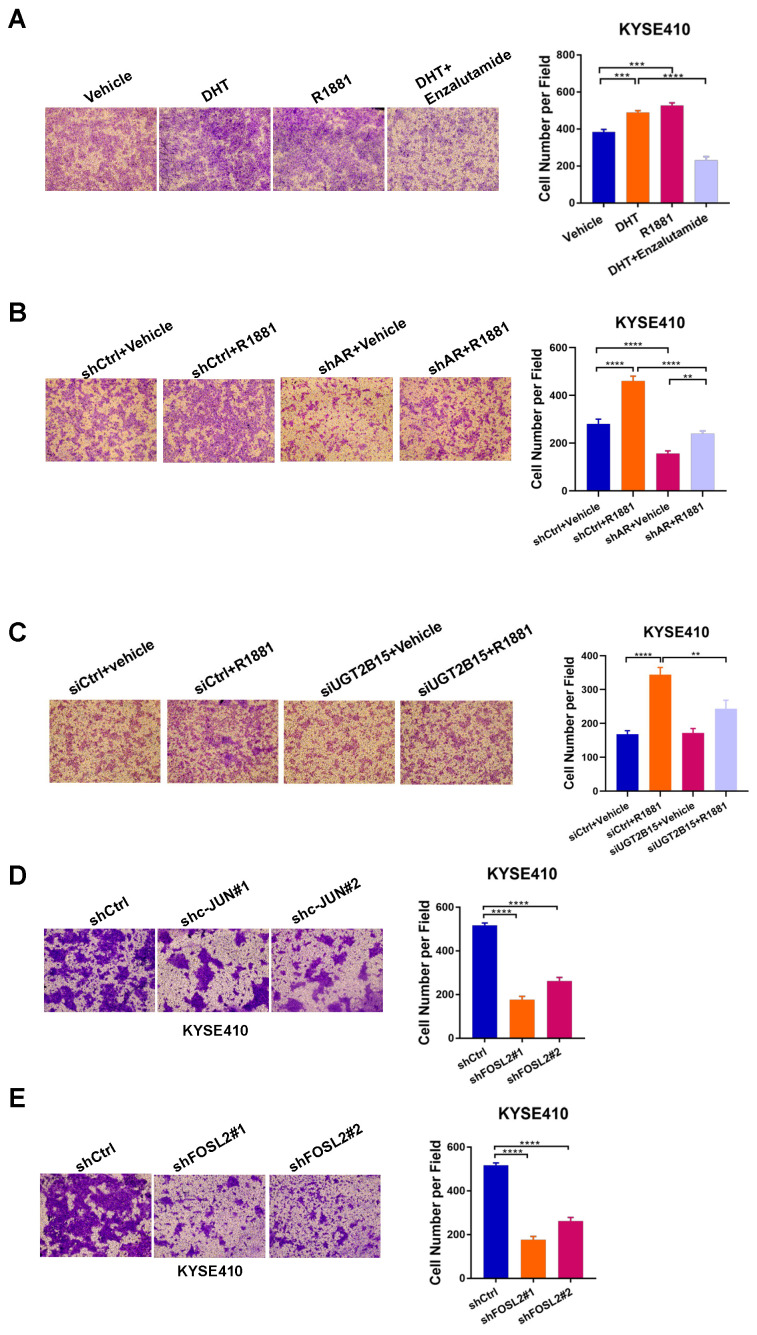
AR promotes ESCC cell invasion by regulating UGT2B15. (**A**) KYSE410 cells were cultured in phenol-red free RPMI 1640 medium supplemented with 5% charcoal-stripped FBS for three days, followed by treatment of DHT (100 nM), R1881 (10 nM), or both DHT (100 nM) and enzalutamide (25 μM) for 24 h. Transwell assays were then performed. Representative images (left panel) and statistical analyses (right panel) were shown. (**B**) Transwell assay was performed to evaluate the effect of R1881 (10 nM) treatment on the invasion ability of KYSE410 cells expressing shRNA targeting AR (shAR) and control cells (shCtrl). Representative images (left panel) and statistical analyses (right panel) were shown. (**C**) Transwell assay was performed to evaluate the effect of R1881 (10 nM) treatment on the invasion ability of KYSE410 cells transfected with siRNA targeting *UGT2B15* or control siRNA for 48 h. Representative images (left panel) and statistical analyses (right panel) were shown. (**D**,**E**) Representative images and statistical analyses of transwell assays in JUN-depleted (**D**) or FOSL2-depleted (**E**) and control KYSE410 cells. The above experiments were biologically replicated three times. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
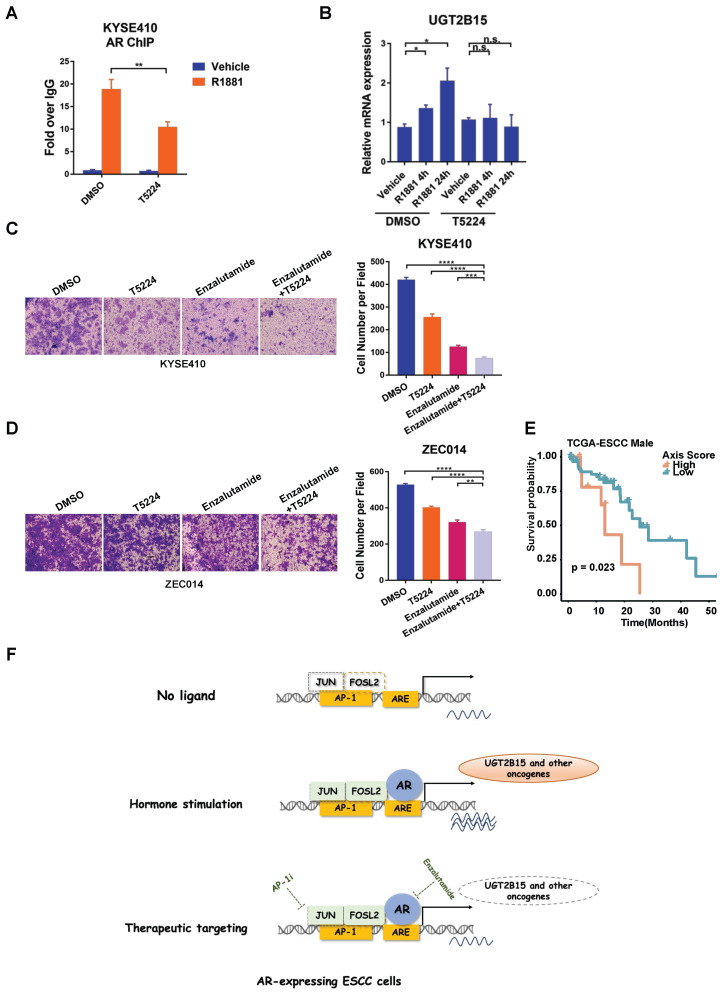
Combined inhibition of AR and AP-1 suppresses the invasiveness of ESCC cells. (**A**) KYSE410 cells were cultured in phenol red-free RPMI 1640 medium with 5% charcoal-stripped FBS for 3 days and treated with AP-1 inhibitor (T5224, 10 μM) for 24 h, followed by R1881 (10 nM) treatment for 4 h. Standard ChIP was performed to detect the AR occupancy on the regulatory regions of the *UGT2B15* gene locus. (**B**) The expression of *UGT2B15* at the mRNA level was examined by qRT-PCR analysis in KYSE410 cells treated with vehicle or 10 nM R1881 at 4 h or 24 h alone or in combination with 10 μM T5224 treatment for 4 h or 24 h. (**C**,**D**) Representative images and statistical analysis of transwell assays in KYSE410 cells (**C**) and ZEC014 cells (**D**) treated with DMSO, 10 μM T5224, 25 μM enzalutamide or a combination of 25 μM enzalutamide and 10 μM T5224 for 24 h. The experiments were biologically replicated three times. (**E**) Analysis of male ESCC patients’ survival in strata defined according to high or low activities of AR/AP-1/UGT2B15 axis (log-rank *p* = 0.023). (**F**) Proposed model of AP-1 directing AR transcriptional activation program in ESCC and potential therapeutic interventions. n.s., no significance, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

## Data Availability

RNA-seq data have been deposited in the GEO database GSE229393 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229393 (accessed on 5 September 2023). The GEO database is an open access resource and bona fide researchers can apply to use the GEO dataset by registering and applying at https://www.ncbi.nlm.nih.gov/geo/.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15245719/s1, Figure S1: Androgen-liganded AR activates UGT2B15 transcription and promotes ESCC cell invasion, Figure S2: Combined inhibition of AR and AP-1 suppresses invasiveness of ESCC cells, Table S1: Primers, shRNAs used in this study, Table S2: Clinicopathological characteristics of ESCC from TCGA cohort, Table S3: Overall survival (OS) of male ESCC patients from TCGA cohort.

## Abbreviations

AR	Androgen receptor
ESCC	Esophageal squamous cell carcinoma
ChIP	chromatin immunoprecipitation
TCGA	The Cancer Genome Atlas
AP-1	Activator protein 1
EMT	Epithelial–mesenchymal transition
UGT2B15	Uridine Diphosphate Glucuronosyltransferase Family 2 Member B15
UGT2B17	Uridine Diphosphate Glucuronosyltransferase Family 2 Member B17
FOSL2	FOS-like antigen 2
JUN	Jun proto-oncogene
HDAC3	Histone Deacetylase 3
COL5A1	Collagen type V alpha 1 chain
MFAP5	Microfibrillar-associated protein 5
ATF	Activating transcription factor
MAF	musculoaponeurotic fibrosarcoma

# Supplementary material for: Androgen Receptor/AP-1 Activates UGT2B15 Transcription to Promote Esophageal Squamous Cell Carcinoma Invasion
**Source:** Cancers (Basel). 2023 Dec 6;15(24):5719. doi: 10.3390/cancers15245719
**Supplement:** Supplementary file 1

# Supplementary Material: Androgen Receptor/AP-1 Activates *UGT2B15* Transcription to Promote Esophageal Squamous Cell Carcinoma Invasion

Jiahui Cai, Furong Huang, Wenyan Gao, Tongyang Gong, Hongyan Chen and Zhihua Liu

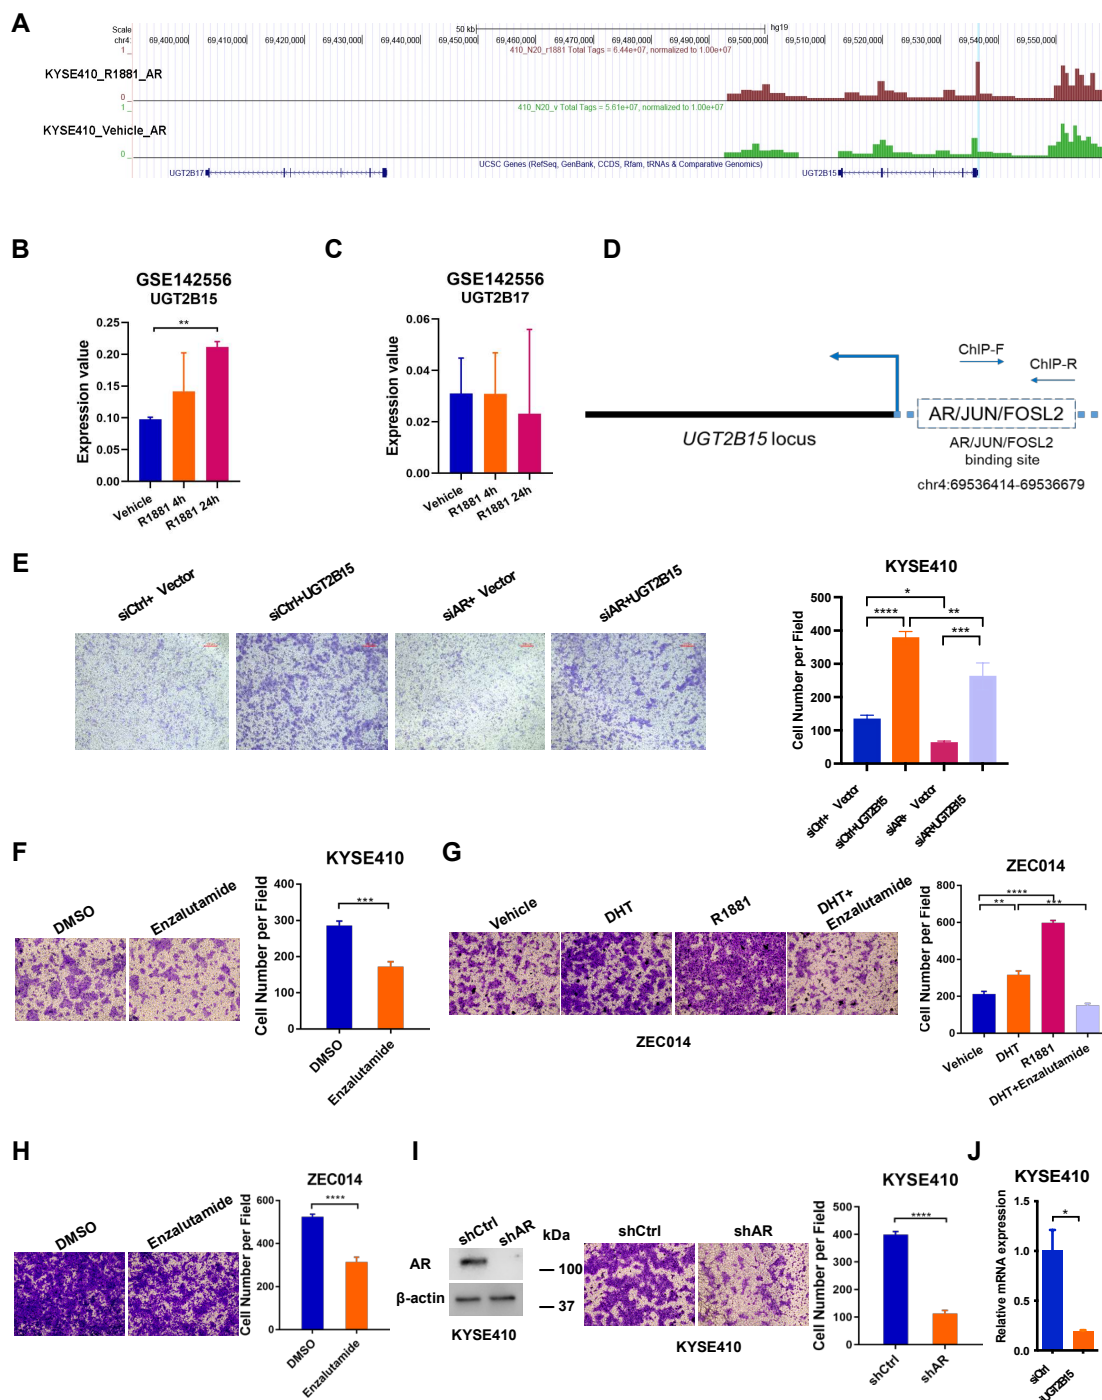

**Figure S1.** Androgen-liganded AR activates UGT2B15 transcription and promotes ESCC cell invasion. **(A)** Motif analysis of AR binding sites under both vehicle and R1881 treatment. **(B,C)** The expression of *UGT2B15* **(B)** and *UGT2B17* **(C)** at the mRNA level was analyzed by qRT-PCR in KYSE410 cells treated with R1881 (10 nM) at 4 h or 24 h, respectively. **(D)** schematic of gene regulatory elements, position of primers relative to binding sites of AR/JUN/FOSL2 in the promoter region of UGT2B15. **(E)** Transwell assay was performed to evaluate the independent impact of UGT2B15 on cell invasion ability. AR was depleted by siRNAs transfection in UGT2B15-overexpressing KYSE410 cells and control cells and then cell invasion assay was performed. Representative images of transwell assays (left panel) and statistical analysis (right panel) were shown. **(F,G)** Representative images and statistical analysis of transwell assay in KYSE410 cells **(E)** and ZEC014 cells **(F)** treated with DMSO or 25  $\mu$ M enzalutamide for 24 h. **(H)** ZEC014 cells were cultured in phenol-red free RPMI 1640 medium supplemented with 10% Charcoal-stripped FBS for three days, followed by treatment of DHT (100 nM), R1881 (10 nM) or both DHT (100 nM) and enzalutamide (25  $\mu$ M) for 24 h. Representative images (left panel) and statistical analysis (right panel) were shown. **I** AR knock-down efficiency in KYSE410 cells was confirmed by Western Blotting analysis. Transwell assay was performed to evaluate invasive ability in AR-silenced KYSE410 (shAR) and control cells (shCtrl). Representative images (left panel) and statistical analysis (right panel) were shown. **(J)** Knockdown efficiency of UGT2B15 in KYSE410 cells was confirmed by RT-qPCR. \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

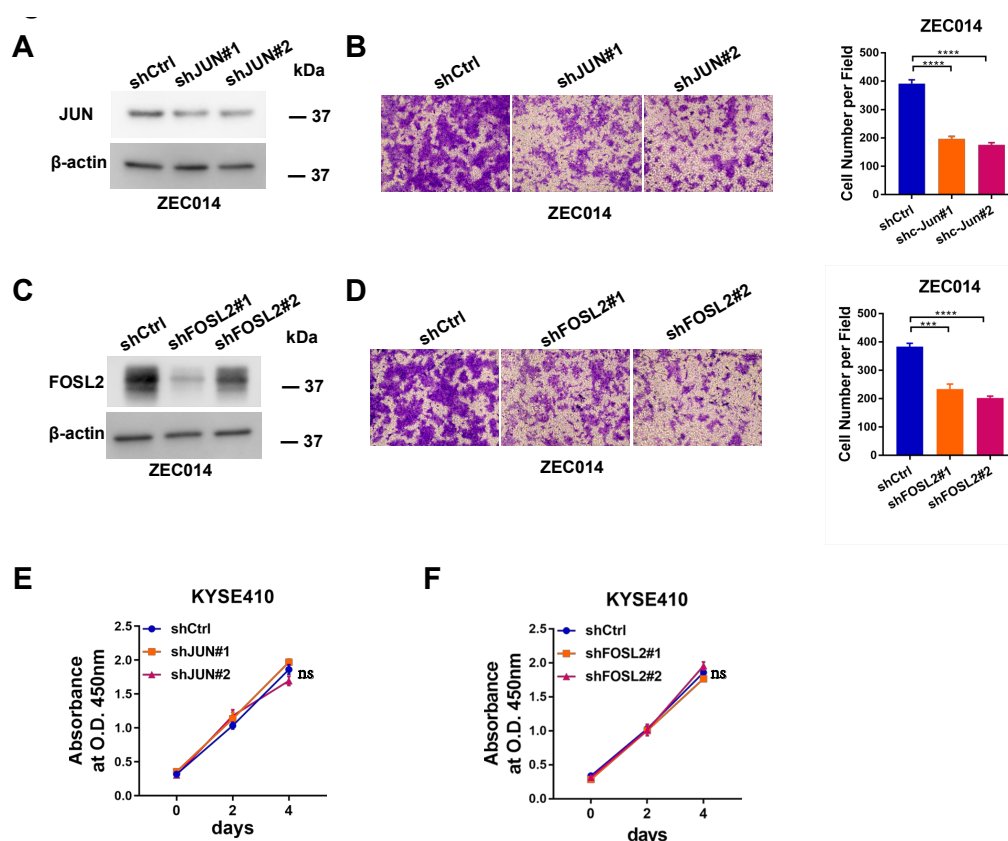

**Figure S2.** Combined inhibition of AR and AP-1 suppresses invasiveness of ESCC cells. **(A)** Establishment of ZEC014 cells with stable JUN depletion. Knockdown efficiency was confirmed by Western Blotting analysis. **(B)** Representative images and statistical analysis of transwell assays in JUN-depleted and control ZEC014 cells. **(C)** Establishment of ZEC014 cells with stable depletion of FOSL2. Knockdown efficiency was confirmed by Western Blotting analysis. **(D)** Representative Images and statistical analysis of transwell assays in FOSL2-depleted and control ZEC014 cells. **(E,F)** The effect of depletion of JUN **(E)** or FOSL2 **(F)** on the proliferation was assessed by CCK-8 assay in KYSE410 cells. n.s., no significance, \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

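The table of primers and shRNAs lists the oligonucleotides behind the paper's PCR and knockdown experiments. Primer pairs for qRT-PCR copy a piece of a gene's cDNA, and the amount of product reports that transcript. The ChIP pair copies a piece of genomic DNA instead, and its product reports how much of that place was bound by the protein that was precipitated. The ChIP primers for UGT2B15 match GRCh37 on chromosome 4 and bound a product of 180 bp, from 69536478 to 69536657. It ends near the annotated start of UGT2B15, which is read from the minus strand, and lies 108 bp upstream of that start. It overlaps no annotated gene. The shRNA sequences are cloned into vectors that are transcribed in the cells, where the short hairpins direct the breakdown of the matching transcript.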

**Table S1.** Primers, shRNAs used in this study.

| Name         | Forward Primer Sequence (5' to 3') | Reverse Primer Sequence (5' to 3') |
|--------------|------------------------------------|------------------------------------|
| COL5A1       | CTTGGCCCAAAGAAAACCCG               | GTAGGTGACGTTCTGGTGGG               |
| MFAP5        | GCATCGGCCCGTTAAACAAT               | TCACAGGGAGGAAGTCGGAA               |
| VIM          | GGACCAGCTAACCAACGACA               | AAGGTCAAGACGTGCCAGAG               |
| COL4A2       | ATAGGAGGGCCCAAGGGATT               | CAGGGTCCCCTCTATACCA                |
| MYLK         | GCATCAAGTACATGCGGCAG               | TCTCATCGAATGCCTCGTCG               |
| SPOCK1       | CTCGGTGTAATGAGGAGGGC               | CTGCCAAAATCCCCTGAGGT               |
| FBLN5        | AGACGCCCCAAGATTGTTGT               | CACTCGTCCACATCCACACA               |
| MMP1         | ATGTGGAGTGCCTGATGTGG               | TTGTCCCGATGATCTCCCCT               |
| TNC          | GGGTCCAGATAACACCTCCT               | ATCCATCCACCCCATCAGA                |
| MXRA5        | GGAGACCCAGATAACCACT                | ACACAGTGTCTGTCTCAGCG               |
| EMP3         | CCTCTTGCTGGTGGTCTCAG               | CTGACATTACTGCAGGCCCA               |
| INHBA        | TCATCACGTTTGCCGAGTCA               | TGTTGGCCTTGGGGACTTTT               |
| IGFBP2       | GGCGAGGGCACTTGTGAGAA               | CAGTGACCTTCTCCCGGAAC               |
| COL3A1       | GGTCTCAGTGGAGAACGTGG               | TCTGTCCACCAGTGTTCCTG               |
| UGT2B15      | GGCCACAGAATACAGCCAT                | TGCATCTTTACAGAGCTTGTTACT           |
| Actin        | AGGCACCAGGGCGTGAT                  | GCCACATAGGAATCCTTCTGAC             |
| ChIP_UGT2B15 | TGCATGCCAAGGAGACCAAC               | GCCTCTCACTTGCCACTGTT               |
| shCtrl       | CCGG AATTCTCCGAACGTGTCACGT         | AATTCAAAAA                         |
|              | CTCGAG                             | AATTCTCCGAACGTGTCACGT              |
|              | ACGTGACACGTTCCGAGAATT              | CTCGAG                             |
| shFOSL2#1    | TTTTTG                             | ACGTGACACGTTCCGAGAATT              |
|              | CCGG GCAGTGAGTATTGGAAGACTT         | AATTCAAAAA                         |
|              | CTCGAG                             | GCAGTGAGTATTGGAAGACTT              |
| shFOSL2#2    | AAGTCTTCCAATACTCACTGC              | CTCGAG                             |
|              | TTTTTG                             | AAGTCTTCCAATACTCACTGC              |
|              | CCGG CACGGCCCAGTGTGCAAGATT         | AATTCAAAAA                         |
| shJUN#1      | CTCGAG                             | CACGGCCCAGTGTGCAAGATT              |
|              | AATCTTGACACTGGGCCGTG               | CTCGAG                             |
|              | TTTTTG                             | AATCTTGACACTGGGCCGTG               |
| shJUN#2      | CCGG CGGACCTTATGGCTACAGTAA         | AATTCAAAAA                         |
|              | CTCGAG                             | CGGACCTTATGGCTACAGTAA              |
|              | TTACTGTAGCCATAAGGTCCG              | CTCGAG                             |
| shJUN#2      | TTTTTG                             | TTACTGTAGCCATAAGGTCCG              |
|              | CCGG CCAGCGTATCTATATGGAATT         | AATTCAAAAA                         |
|              | CTCGAG                             | CCAGCGTATCTATATGGAATT              |
| shAR         | AATTCCATATAGATACGCTGG              | CTCGAG                             |
|              | TTTTTG                             | AATTCCATATAGATACGCTGG              |
|              | CCGG CGAGAGAGCTGCATCAGTT           | AATTCAAAAA                         |
| shAR         | CTCGAG AACTGATGCAGCTCTCTCG         | CGAGAGAGCTGCATCAGTT CTCTCG         |
|              | TTTTTG                             | AACTGATGCAGCTCTCTCG                |

**Table S2.** Clinicopathological characteristics of ESCC from TCGA cohort.

| Characteristics | Male<br>(n = 70) | Female<br>(n = 12) |
|-----------------|------------------|--------------------|
| OS state        |                  |                    |
| Alive           | 45               | 11                 |
| Dead            | 25               | 1                  |
| T stage         |                  |                    |
| T1              | 5                | 3                  |
| T2              | 23               | 4                  |
| T3              | 36               | 5                  |
| T4              | 3                | 0                  |
| Unknown         | 3                | 0                  |

|                   |    |    |
|-------------------|----|----|
| N stage           |    |    |
| N0                | 36 | 10 |
| N1                | 25 | 1  |
| N2                | 4  | 1  |
| N3                | 1  | 0  |
| Unknown           | 4  | 0  |
| M stage           |    |    |
| M0                | 59 | 11 |
| M1                | 3  | 0  |
| Unknown           | 8  | 1  |
| Cancer stage      |    |    |
| Stage I           | 4  | 3  |
| Stage II          | 39 | 8  |
| Stage III         | 21 | 1  |
| Stage IV          | 3  | 0  |
| Unknown           | 3  | 0  |
| Radiation therapy |    |    |
| Yes               | 24 | 2  |
| No                | 27 | 8  |
| Unknown           | 19 | 2  |

OS: Overall survival; T: Tumor; N: Node; M: Metastasis.

**Table S3.** Overall survival (OS) time of male ESCC patients from TCGA cohort.

| Sample (n = 70)  | Overall survival (days) |
|------------------|-------------------------|
| TCGA-LN-A9FO-01A | 4                       |
| TCGA-IG-A50L-01A | 16                      |
| TCGA-IG-A5B8-01A | 24                      |
| TCGA-Z6-A9VB-01A | 40                      |
| TCGA-VR-A8ET-01A | 47                      |
| TCGA-Z6-A8JE-01A | 64                      |
| TCGA-IG-A3YB-01A | 80                      |
| TCGA-Z6-AAPN-01A | 81                      |
| TCGA-Z6-A8JD-01A | 104                     |
| TCGA-V5-A7RC-01B | 104                     |
| TCGA-V5-A7RC-06A | 104                     |
| TCGA-JY-A6FE-01A | 112                     |
| TCGA-LN-A5U5-01A | 136                     |
| TCGA-IG-A8O2-01A | 142                     |
| TCGA-KH-A6WC-01A | 191                     |
| TCGA-VR-A8EW-01A | 247                     |
| TCGA-IG-A6QS-01A | 303                     |
| TCGA-LN-A7HV-01A | 320                     |
| TCGA-L7-A56G-01A | 330                     |
| TCGA-LN-A4A9-01A | 351                     |
| TCGA-LN-A7HW-01A | 365                     |
| TCGA-LN-A7HY-01A | 366                     |
| TCGA-IG-A97I-01A | 370                     |
| TCGA-LN-A7HX-01A | 372                     |
| TCGA-LN-A9FR-01A | 373                     |
| TCGA-LN-A4MQ-01A | 375                     |
| TCGA-LN-A8HZ-01A | 375                     |
| TCGA-LN-A49P-01A | 375                     |
| TCGA-LN-A5U6-01A | 375                     |
| TCGA-VR-A8ER-01A | 378                     |
| TCGA-LN-A49Y-01A | 379                     |
| TCGA-LN-A4A1-01A | 383                     |

|                  |      |
|------------------|------|
| TCGA-LN-A4A4-01A | 383  |
| TCGA-LN-A49X-01A | 384  |
| TCGA-LN-A49M-01A | 385  |
| TCGA-LN-A4A3-01A | 388  |
| TCGA-IG-A625-01A | 390  |
| TCGA-LN-A9FQ-01A | 391  |
| TCGA-LN-A49S-01A | 400  |
| TCGA-LN-A7HZ-01A | 401  |
| TCGA-LN-A49W-01A | 403  |
| TCGA-LN-A8I0-01A | 407  |
| TCGA-LN-A49O-01A | 408  |
| TCGA-XP-A8T8-01A | 437  |
| TCGA-IG-A97H-01A | 441  |
| TCGA-LN-A49U-01A | 467  |
| TCGA-V5-AASV-01A | 467  |
| TCGA-L5-A88S-01A | 471  |
| TCGA-LN-A4A8-01A | 472  |
| TCGA-VR-AA7I-01A | 484  |
| TCGA-IG-A51D-01A | 518  |
| TCGA-VR-A8EZ-01A | 553  |
| TCGA-VR-A8EU-01A | 557  |
| TCGA-IG-A4P3-01A | 567  |
| TCGA-IG-A3YC-01A | 612  |
| TCGA-S8-A6BW-01A | 620  |
| TCGA-IG-A3YA-01A | 632  |
| TCGA-L5-A8NQ-01A | 650  |
| TCGA-LN-A4A5-01A | 681  |
| TCGA-XP-A8T6-01A | 763  |
| TCGA-L5-A88W-01A | 764  |
| TCGA-LN-A5U7-01A | 768  |
| TCGA-VR-A8EO-01A | 785  |
| TCGA-VR-A8EP-01A | 824  |
| TCGA-VR-A8EX-01A | 855  |
| TCGA-IG-A3QL-01A | 1071 |
| TCGA-JY-A6FG-01A | 1263 |
| TCGA-JY-A6FA-01A | 1361 |
| TCGA-VR-A8Q7-01A | 1590 |
| TCGA-L5-A43J-01A | -    |

Overall survival: the length of time from the initial diagnosis of cancer until death/the last follow-up.

410 shc-JUN and 30 shAR-AT 2

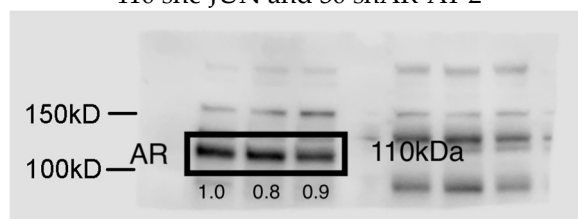

410 shc-Jun-actin

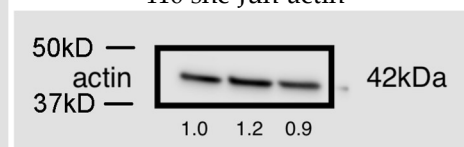

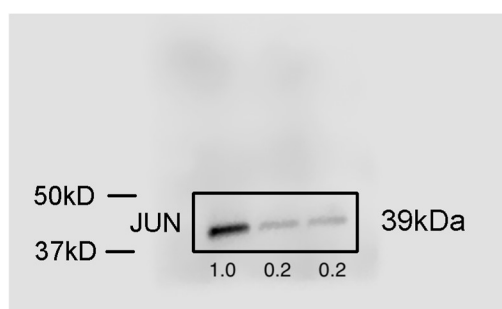

410 shc-JUN-c-jun 1-1

**Figure S3.** Full Western Blot images for Figure 2E. Densitometry readings for each band: 410 shc-JUN and 30 shAR-AR 2: 47146.19; 47852.97; 40228.24; 410 shc-Jun-actin: 46321.33; 55671.99; 42323.87; 410 shc-JUN-c-Jun 1-1: 49532.81; 14380.71; 11260.95.

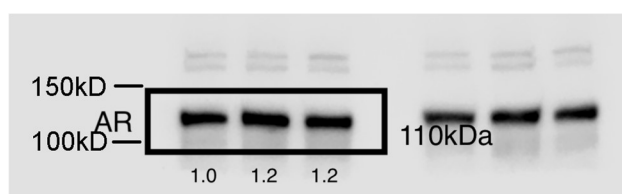

3 410 shFra2 to detect AR-2

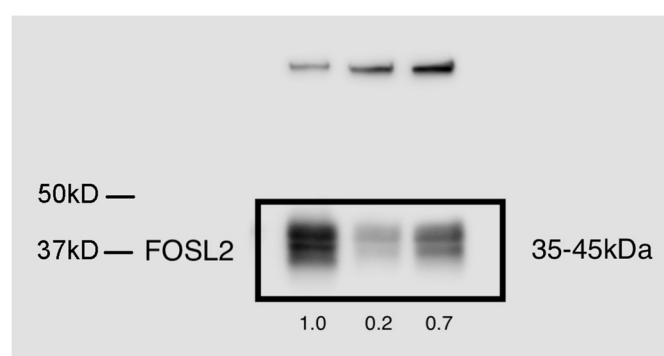

410shFra2-1

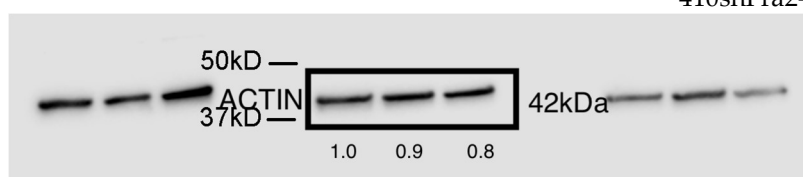

Actin 1 2 3-2

**Figure S4.** Full Western Blot images for Figure 2F. Densitometry readings for each band: 3 410 shFra2 to detect AR-2: 46900.48; 53584.75; 46995.36; 410shFra2-1: 49421.92; 11522.05; 27190.60; Actin 1 2 3-2: 56049.50; 52845.87; 47014.82.

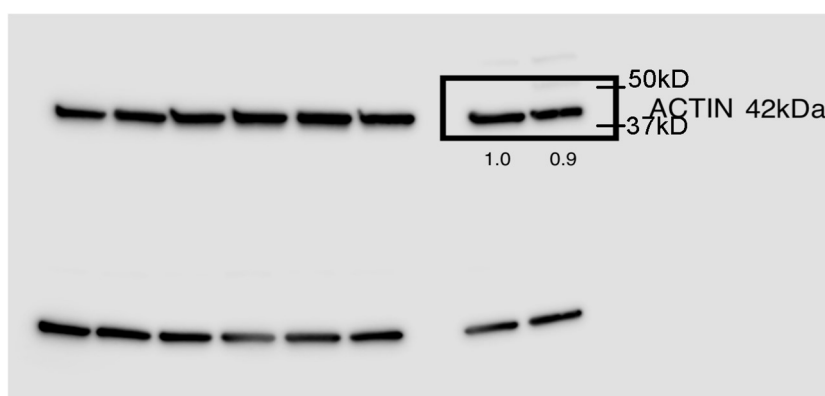

1 2 actin 5

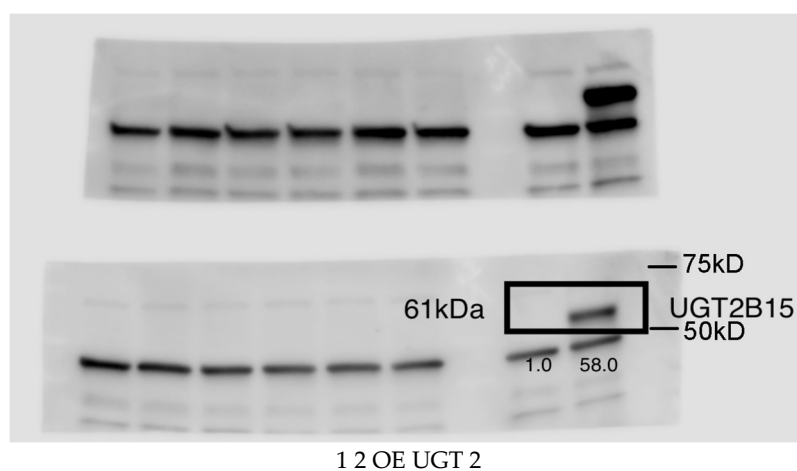

**Figure S5.** Full Western Blot images for Figure 3A. Densitometry readings for each band: 1 2 actin 5: 85136.92; 78098.56; 1 2 OE UGT 2: 1471.68; 78251.76.

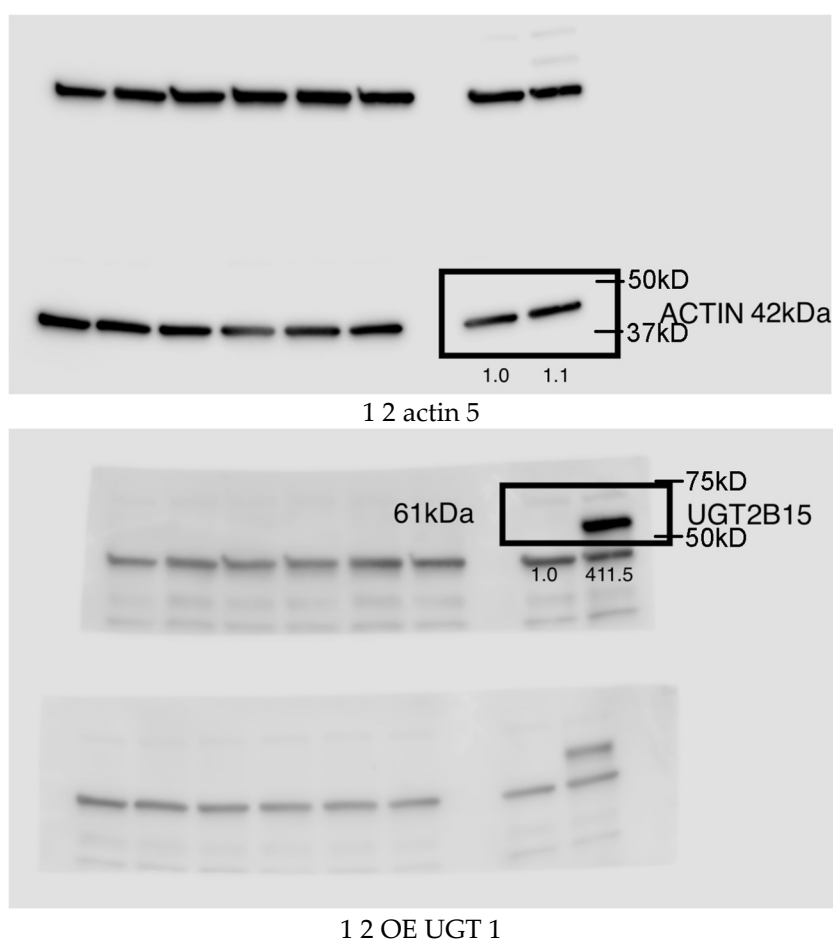

**Figure S6.** Full Western Blot images for Figure 3D. Densitometry readings for each band: 1 2 OE UGT 1: 181.54; 81535.69; 1 2 actin 5: 70505.44; 76948.59.

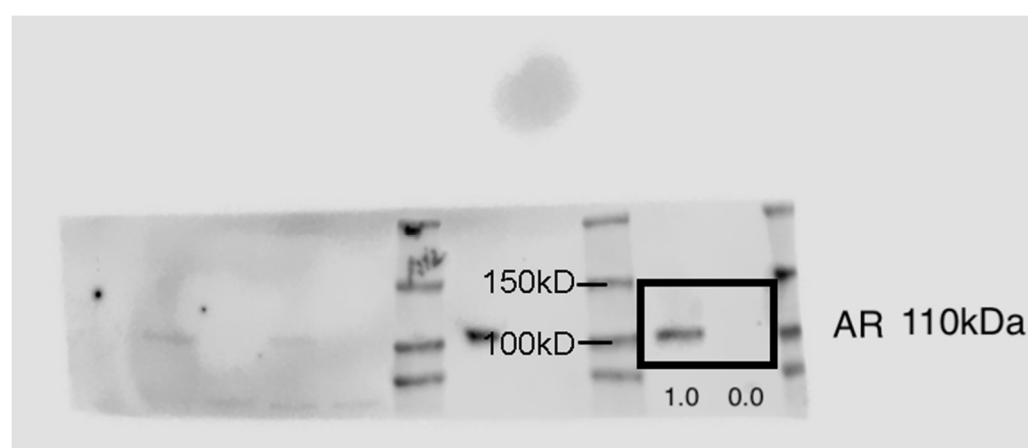

410 shAR

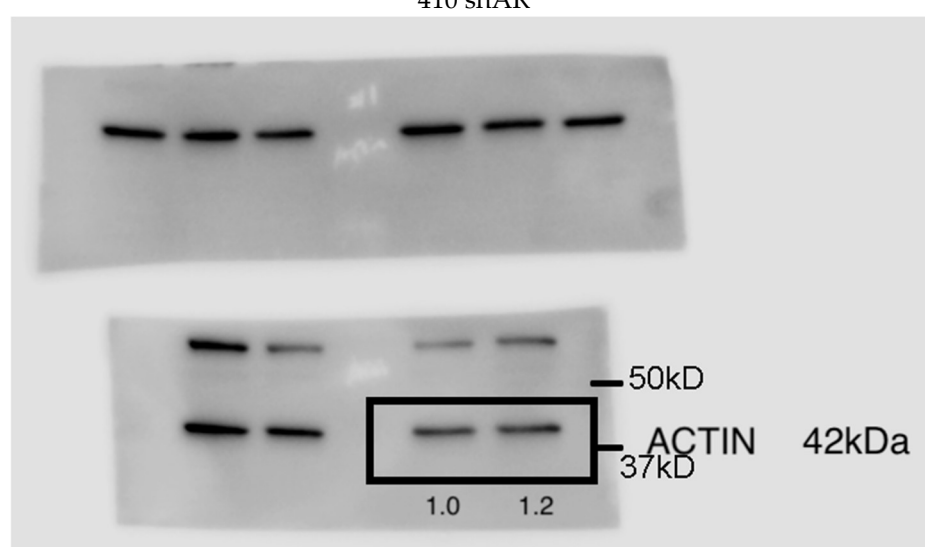

actin 1

**Figure S7.** Full Western Blot images for Figure S1E. Densitometry readings for each band: 410 shAR 1: 30300.14; 1163.92; actin-1: 43083.50; 50483.79.

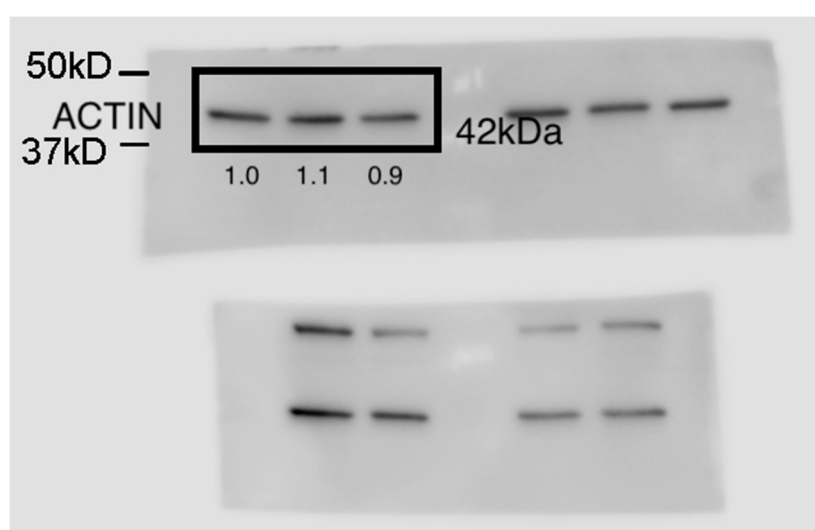

014 shJ shF-actin-5

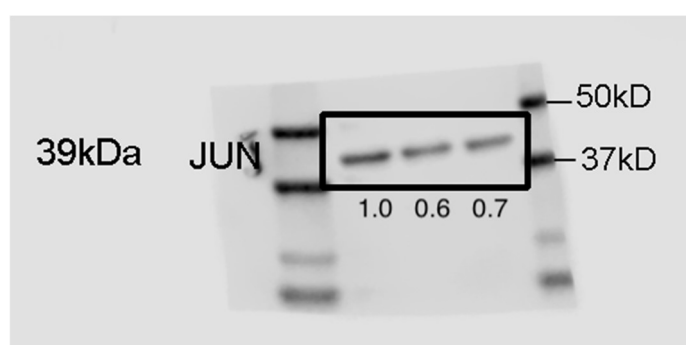

014shJ-J 1-1

**Figure S8.** Full Western Blot images for Figure S2A. Densitometry readings for each band: 014 shJ-J 1-1: 39490.55; 26858.55; 24935.70; 014 shJ shF-actin 5: 45492.36; 52127.74; 42466.55.

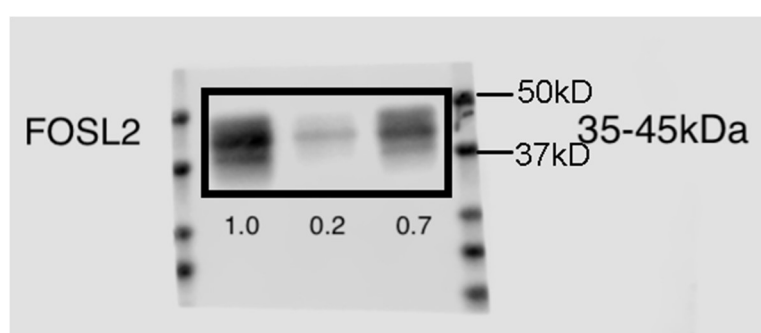

014 shf-2

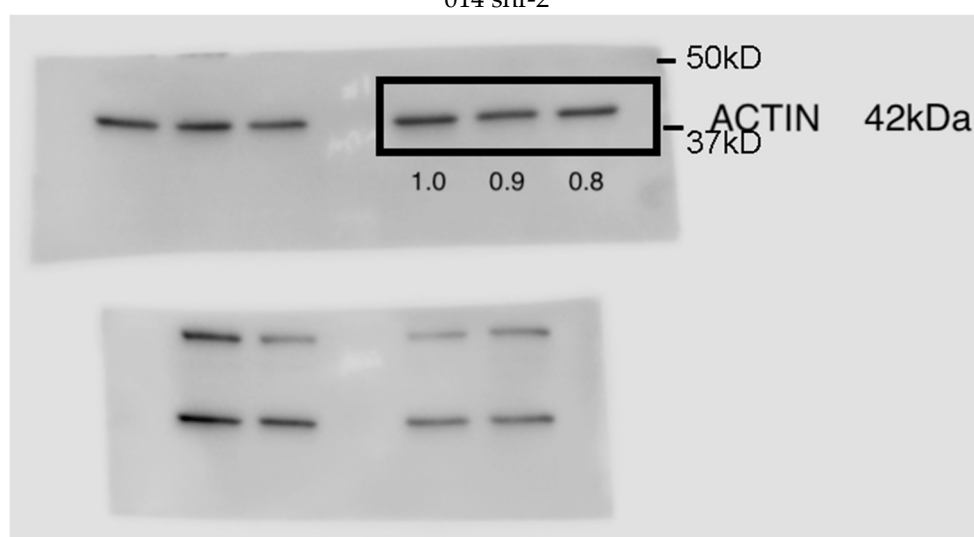

014 shJ shF-actin 5

**Figure S9.** Full Western Blot images for Figure S2C. Densitometry readings for each band: 014 shF-2: 49716.673; 7036.397; 28270.589; 014 shJ shF-actin 5: 52892.560; 47248.794; 40315.066.

How the deposited data were processed for this re-analysis (not part of the article)

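RNA from UGT2B15-overexpressing KYSE410 cells and control KYSE410 cells, with 2 samples per condition, was sequenced by the authors. Their methods give alignment with STAR, quantification with RSEM, and normalization of a table of raw read counts in edgeR by TMM and CPM, with genes over 1 CPM in at least 1 sample kept. The build was hg19. The deposited signal values per sample are read counts that the authors divided by a TMM-scaled library size and gave as CPM. The deposited log2 fold changes and mean log2 CPM values were made by the authors in edgeR from UGT2B15 over control. The deposited p-values and adjusted p-values are those of the authors' comparison, and the edgeR test behind them is not named in the paper's text. The deposited adjusted p equals a Benjamini-Hochberg adjustment of the deposited p over the 14628 genes. These values of the authors were used only where the text says so.

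The 4 samples were grouped by their labels, and UGT2B15 went with the labels in each of them. Every gene had a highest value of at least 1.001 CPM, so the authors' filter had been applied and no further filter was used. Read counts were recovered by dividing each value by the size of a read in its sample, and all of the values were whole within 0.1 of a read. These totals cover the genes of the table, not the whole library. They ranged from 15283086 to 20201856 reads per sample, and the 10 most abundant genes held 4.25% to 5.11% of each sample. A read count has counting error, and the interval given for UGT2B15 covers that error only.

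The planned test was edgeR's quasi-likelihood test on counts, to be replaced by limma on log2(value + 1) if only normalized values were deposited. Since the deposited values are normalized, limma (version 3.58.1 in R 4.3.3) was used, with a trend, no covariates, Benjamini-Hochberg adjustment, an adjusted p under 0.05 and an absolute log2 fold change over 0.6, two-sided. The planned test was run on the recovered reads as an alternative. Fold changes are differences of log2(CPM + 1), which are smaller than log2 ratios for genes at a few CPM. The steps were tested on counts simulated from these samples, in which at most 1 unchanged gene was called in a run. All genes shared a common dispersion there, so this does not cover genes that vary more.

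The 37 gene lists were fixed before the data were examined, and 36 had tested genes. They cover epithelial–mesenchymal transition, its transcription factors, epithelial junctions, squamous differentiation, extracellular matrix, matrix proteases, focal adhesion, cell motility, cholesterol, fatty acid and steroid metabolism, UGT enzymes, androgen and hormone response, insulin signaling, ferroptosis, mitophagy, targets of NRF2, ATF4, interferon, NF-kB, HIF1, p53, TGF-beta and YAP, the unfolded protein response, the cell cycle, the AP-1 family, markers of other cell types, ribosomal, mitochondrial and housekeeping genes, the genes of Fig. 3M and the other genes the paper names. The list for epithelial–mesenchymal transition was written from memory after the hallmark set. Lists were tested with camera in limma on the same values at a preset correlation between genes of 0.01, with the adjusted p taken over the 36 lists, and again with an estimated correlation. Gene Ontology terms came from the authors' annotation of the table and were tested by a one-sided Fisher's exact test among the 11973 annotated genes. Genes named in the text are those the paper names, the 12 largest increases and the 12 largest decreases among called genes with a mean of at least 5 CPM, the 10 smallest p-values in each direction, up to 6 called members of each list, members of the UGT and AP-1 families, and up to 6 called genes of each term of Fig. 3K. NFE2L2, RDH16, KRT6B and the copies of F8A3, FAM156A and MAGEA6 lie outside this rule and were chosen after their values were seen. TWIST2, ZEB2 and TCF4 lie outside it too, and complete the tested genes of their list. Coordinates are from GENCODE genes on GRCh37, matched by gene identifier. F8A3, FAM156A and CCL5 had no match and are given without a position.

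The alternatives were DESeq2 (version 1.42.0), edgeR (version 4.0.16) with its likelihood ratio, exact and quasi-likelihood tests, limma voom, other scalings, filters, fold thresholds and pseudocounts, the replicate number as a block, and each sample left out in turn. Other experiments of the paper, among them the qRT-PCR, ChIP, invasion and mouse experiments, were not analysed here, and neither were the patient data.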

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

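The tests of library scaling, of the NFE2L2 transcript and of the copies of F8A3, FAM156A and MAGEA6 were chosen only after the results were seen. The tests of GC content and length and of reads shared between NRF2 targets and other genes were set before theirs were.

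Targets of NRF2, a transcription factor of the antioxidant response that the paper does not discuss, were lower in UGT2B15-overexpressing cells than in control cells. Of 31 tested targets, 19 were downregulated, over all genes and when adjusted over the list alone, with a median log2 fold change of −0.80. They included GCLM (−1.85), AKR1C2 (−1.53), GCLC (−1.42), HMOX1 (−1.32), UGDH (−1.16) and OSGIN1 (−1.15), and 6 of the 19 are also on the ferroptosis list. The adjusted p was 3.35e-15 by camera with the preset correlation. Over the alternatives it ran from 3.38e-41 to 0.346, the value with the estimated correlation. The count of 19 was the same under every alternative except no fold threshold (26) and a log2 fold change over 1 (10). Library scaling is argued against, since with library size only the median of the list was −0.74 and that of all genes 0.038. After the trend of fold changes with GC content and transcript length over 14242 genes was removed, which held 1.30% of their variance, the median of the 31 targets was −0.82. Of 20 targets that share no stretch of 100 bases with another gene, 12 were downregulated, so shared reads do not account for the whole pattern. The 10 most abundant genes held at most 5.11% of a sample. A lower level of the transcript of NRF2 itself is argued against too, since the log2 fold change of NFE2L2 was −0.11 (standard error 0.07, adjusted p = 0.257 from limma). A mixture with other cells was not tested. Whether the NRF2 protein was less active was not tested, since transcripts do not measure it. The pattern may be due to UGT2B15 or to a difference between the derived cells that arose otherwise, and neither was tested.

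F8A3 and FAM156A were among the 12 largest decreases, with log2 fold changes of −2.84 and −1.81. A candidate explanation is that the counting divided reads differently between near-identical copies. Summed over F8A1, F8A2 and F8A3, expression was 32.7 ± 7.74 CPM in control cells and 33.0 ± 1.33 CPM in overexpressing cells (SD, n = 2), a log2 difference of 0.030. Summed over FAM156A and FAM156B it was 52.8 ± 3.77 and 50.7 ± 0.103 CPM, a log2 difference of −0.053. Both differences are smaller than the spread between replicates.

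MAGEA6 had a log2 fold change of −2.53, and it has a near-identical copy, MAGEA3. Summed over both, expression was 154 ± 0.783 CPM in control cells and 111 ± 0.223 CPM in overexpressing cells, a log2 difference of −0.47 that is larger than the spread between replicates. Division of reads between these copies is therefore argued against as the whole cause.

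In 3 further lists on themes that the paper does not discuss, genes differed from those of the control samples, and no explanation was weighed. INHBA, an upregulated target of TGF-beta, is also a gene of Fig. 3M, chosen by the study on these samples. By fry, 2 of these lists were not called, with an adjusted p of 0.131 for the unfolded protein response and 0.0567 for targets of TGF-beta. Of 36 tested targets of ATF4, 7 were downregulated, as when adjusted over the list alone (camera adjusted p = 5.89e-12, and 0.346 with the estimated correlation), led by ALDH1L2, FGF21 and NUPR1. Of 22 genes of the unfolded protein response, 4 were downregulated and 1 was upregulated, as when adjusted over the list alone (camera adjusted p = 0.0198, 0.754 with the estimated correlation, and 0.0532 without control replicate 1). Of 26 targets of TGF-beta, 7 were upregulated and 1 was downregulated, as when adjusted over the list alone (camera adjusted p = 0.00149, and 0.415 with the estimated correlation), and 4 were upregulated without UGT2B15 replicate 2.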

How the results depend on the processing

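Tests chosen after the data were seen are edgeR's quasi-likelihood test on recovered reads, TMM recomputed over the table's genes, the block in limma, the log2(1.5) threshold and camera on edgeR's log2 CPM. Over the alternatives other than fold thresholds, 571 to 1070 genes were upregulated and 422 to 696 downregulated, against 820 and 539, and no called gene changed direction. The quasi-likelihood test, which had been planned for counts, gave 906 and 598. With library size only, 70.1% of called genes were upregulated, against 60.3%. Without a fold threshold 2254 genes were upregulated and 2744 downregulated, so the majority turned (45.1% upregulated), and with a log2 fold change over 1 the counts were 202 and 120. The cause of the turn was not tested. The 4 samples grouped by condition in every clustering. UGT2B15 was upregulated throughout, with a log2 fold change of 2.93 to 6.03, higher with a smaller pseudocount or a test on counts. Of the 14 genes of Fig. 3M, 10 to 14 were upregulated. With the correlation estimated, the adjusted p was 0.358 for epithelial–mesenchymal transition, epithelial adhesion and focal adhesion and 0.415 for cholesterol synthesis. At 4 samples that test has few residual degrees of freedom and little power, so these values alone do not show correlation between genes. The estimated correlation was 0.017 for epithelial–mesenchymal transition, 0.025 for epithelial adhesion and −0.019 for focal adhesion, against the preset of 0.01. For cholesterol synthesis it was 0.437. Where it lay above the preset, correlation and low power cannot be told apart. Some lists called by camera were not called by fry. By fry, the adjusted p was 0.0512 for cholesterol synthesis, 0.0547 for the cell cycle, 0.0567 for targets of TGF-beta and 0.131 for the unfolded protein response. The cause was not tested. Among downregulated genes, 9 terms were enriched without a fold threshold and 1 for genes called by the likelihood ratio test, in place of 2. The cause was not tested.

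In leave-one-out fits, in which the lone sample of a condition is assumed to vary like the others, the adjusted p of the extracellular matrix list was 0.00231 to 0.0445 and that of cell motility 0.00831 to 0.132. Lists that were not called and changed direction had an adjusted p of 0.00520 to 0.921 (interferon), 0.00478 to 0.856 (NF-kB), 0.0532 to 0.884 (ribosomal proteins), 0.701 to 0.977 (immune markers) and 0.596 to 0.986 (simple epithelium). Interferon and NF-kB targets were called lower without control replicate 1. Genes that were not called and changed direction had log2 fold changes of −0.11 to 0.24 (F8A1), −0.16 to 0.066 (TCF4), −0.17 to 0.50 (TWIST2) and −0.20 to 0.24 (ZEB2) with samples left out, and TCF4 had 0.011 with library size only and ZEB2 −0.029 by voom. The other genes the paper names changed direction by fry (0.0862) and with the block (0.946). The cause was not tested.

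The replicate numbers do not pair the samples: the deviations of same-numbered samples from their group means correlated at 0.0252. With the replicate block, edgeR called 1014 and 655 genes and limma 869 and 578, and camera gave the extracellular matrix list 5.14e-04 and cell motility 0.0233. No filter against a filter could not be run, since the authors' filter was applied before deposit. A read stood for 0.0483 to 0.0641 CPM, so calls among genes near 1 CPM rest on few reads.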

Differences from the paper's values

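In the main analysis, at the thresholds of the legend of Fig. 3, neither count differed from the paper's by more than 1.5 times. Here 820 genes were upregulated and 539 downregulated, and the paper's counts are 1042 and 695. At the same thresholds, 2 alternatives differed by more: 571 genes were upregulated without UGT2B15 replicate 2, and 422 were downregulated with library size only. The likelihood ratio test of edgeR gave 1070 and 688, and its exact test 1036 and 674, both set before the data were examined. In the authors' deposited table, 1002 genes were upregulated and 655 downregulated at the stated threshold of 0.6. At a fold over 1.5, or 0.585 on the log2 scale, their table gives 1042 and 695, which equal the paper's counts; this threshold was chosen after the values were seen and drops none of the authors' calls at 0.6. Of the genes called here, 1358 of 1359 were called in the same direction in the authors' table, and 299 were called only there. The authors' log2 fold change of UGT2B15 is 5.95, where edgeR's quasi-likelihood test on recovered reads, chosen after the values were seen, gave 5.95 and limma on log2(CPM + 1) gave 3.06.

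The paper shows VIM among the genes raised by UGT2B15. Of the 14 genes of Fig. 3M, 13 were upregulated here. VIM, with a log2 fold change of 0.60 (adjusted p = 0.0783 from limma), was not, and it was upregulated by edgeR's likelihood ratio and exact tests, by limma voom, with the replicate block in edgeR and without control replicate 2, and in the authors' table.

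The paper states that induced and repressed genes were both associated with steroid hormone response. Of the Gene Ontology terms named in Fig. 3K, response to hormone and cellular response to hormone stimulus had an adjusted p of 1.00 in both directions, steroid metabolic process had 1.00 and 0.870, and steroid biosynthetic process had 0.860 and 1.00, by Fisher's exact test on direct annotations. Cholesterol biosynthetic process was enriched among upregulated genes (5.27e-07). The paper states that upregulated genes were enriched in cell motility. Positive regulation of cell motility (0.776) and of cell migration (0.146) were not enriched here, whereas extracellular matrix organization (2.74e-05) and cell adhesion (6.84e-05) were. The KEGG pathways of the same figure were not tested.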

Other observations

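The lists in this part were set before the data were examined, and no test in it was added later. Counts are over all genes tested and, unless a second count is given, were the same when adjusted over the list alone.

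Reads of UGT2B15, introduced and endogenous together, were not abundant. UGT2B15 ranked 14610 of 14628 genes by mean CPM in control cells and 10371 in UGT2B15-overexpressing cells. CPM are not scaled by transcript length. The paper examined the overexpressed protein by Western blot (Fig. 3A), which is another measure. Of 8 tested UGT genes, 2 were upregulated, UGT2B15 and UGT2B7 (camera adjusted p = 0.261). Of 26 genes induced by androgen in prostate cells, 4 were upregulated, UGT2B15 among them, and 2 were downregulated (0.354). Without control replicate 2 or UGT2B15 replicate 2, 2 were upregulated, and 1 was downregulated when UGT2B15 replicate 1 or UGT2B15 replicate 2 was left out. UGT2B17 was not analysed here.

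Among the AP-1 subunits, MAFG was downregulated (log2 fold change −0.94). By limma's camera test the list of 16 was lower with an adjusted p of 0.00131, and 0.415 with the estimated correlation. In control cells, FOSL2 had 430.5 ± 13.4 CPM, JUNB 256 ± 6.31 CPM, FOSL1 142 ± 21.3 CPM and JUN 132 ± 2.97 CPM (SD, n = 2). The paper places JUNB, FOSL2 and JUN highest among the subunits it compared, by FPKM from earlier RNA-seq (Fig. 2B). CPM are not scaled by transcript length, so the orders are not comparable.

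Of 43 genes of the cell cycle, 2 were upregulated, RRM1 and TYMS, and 12 were higher at an adjusted p under 0.05 from limma at any fold (camera adjusted p = 0.00383, 0.415 with the estimated correlation, and 0.0547 by fry). Their median log2 fold change was 0.12. The call of RRM1 was lost without control replicate 1. The paper reports no significant effect of UGT2B15 on proliferation (Fig. 3E,F), which is another measure.

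Of 22 tested genes of squamous differentiation, 5 were upregulated, KRT14, KRT6A, KRT5, KRT13 and S100A7, and 2 were downregulated, KRT4 and KRT6B (camera adjusted p = 0.150, but 0.0455 without control replicate 2 and 0.0209 without UGT2B15 replicate 2). The call of KRT4 was lost without control replicate 2 or UGT2B15 replicate 1. Of 22 targets of YAP, 7 were upregulated and 1 was downregulated (0.0576, and 0.0164 to 0.0498 without any of the 4 samples in turn). Of 17 genes of fatty acid synthesis, 2 were upregulated and 1 was downregulated (0.195, and 0.0237 without control replicate 2). Of 38 interferon-induced genes, 2 were upregulated and 6 were downregulated (0.195). Without control replicate 2 these counts were 5 and 3, and without control replicate 1 they were 1 and 11. Of 27 NF-kB targets, 3 were upregulated (4 when adjusted over the list alone) and 7 were downregulated (0.830), and without control replicate 2 the counts were 9 and 4. Of 30 genes of hypoxia and glycolysis, 3 were upregulated (0.0576, but 7.07e-04 without control replicate 1 and 0.0209 without UGT2B15 replicate 2). Of 24 p53 targets, 1 was upregulated (0.830), BTG2, and it was not without control replicate 1.

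Markers of other cell types gave few calls. Of 7 tested fibroblast markers, 2 were upregulated, COL3A1 and FAP (0.477), and COL3A1 is also a gene of Fig. 3M. The call of FAP was lost without UGT2B15 replicate 2. Of 5 endothelial or neural markers, TUBB3 was upregulated and MAP2 downregulated (0.691). Of 11 markers of simple epithelium, GATA6 was upregulated and AGR2 downregulated (0.832). Of 3 leukocyte markers, 0 were called by limma, and 0 had an unadjusted p under 0.05 or were called by DESeq2 or edgeR (0.832). Of 36 ribosomal protein genes, 0 were called by limma, DESeq2 or edgeR at the fold threshold, and 8 were higher and 7 lower at an unadjusted p under 0.05 from limma (0.830). Of 15 housekeeping genes, ACTB, the internal control of the paper's qRT-PCR, was upregulated (0.674). Of the 18 tested genes that the paper names beside those of Fig. 3M, 2 were upregulated, UGT2B15 and CTNNB1 (0.812), and CTNNB1 was not without UGT2B15 replicate 1. Genes of the mitochondrial genome were not analysed here. The median of a list and the direction of its set test differed in sign for NF-kB (median 0.14), p53 (−0.038), ribosomal proteins (−0.030) and insulin signaling (0.0017).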
